# Functional development of the adult ovine mammary gland—insights from gene expression profiling

**DOI:** 10.1186/s12864-015-1947-9

**Published:** 2015-10-05

**Authors:** Amy M Paten, Elizabeth J Duncan, Sarah J Pain, Sam W Peterson, Paul R Kenyon, Hugh T Blair, Peter K Dearden

**Keywords:** Sheep, Mammary gland, RNA-seq, Development, Lactation

## Abstract

**Background:**

The mammary gland is a dynamic organ that undergoes dramatic physiological adaptations during the transition from late pregnancy to lactation. Investigation of the molecular basis of mammary development and function will provide fundamental insights into tissue remodelling as well as a better understanding of milk production and mammary disease. This is important to livestock production systems and human health.

Here we use RNA-seq to identify differences in gene expression in the ovine mammary gland between late pregnancy and lactation.

**Results:**

Between late pregnancy (135 days of gestation ± 2.4 SD) and lactation (15 days post partum ± 1.27 SD) 13 % of genes in the sheep genome were differentially expressed in the ovine mammary gland. In late pregnancy, cell proliferation, beta-oxidation of fatty acids and translation were identified as key biological processes. During lactation, high levels of milk fat synthesis were mirrored by enrichment of genes associated with fatty acid biosynthesis, transport and lipogenesis. Protein processing in the endoplasmic reticulum was enriched during lactation, likely in support of active milk protein synthesis. Hormone and growth factor signalling and activation of signal transduction pathways, including the JAK-STAT and PPAR pathways, were also differently regulated, indicating key roles for these pathways in functional development of the ovine mammary gland. Changes in the expression of epigenetic regulators, particularly chromatin remodellers, indicate a possible role in coordinating the large-scale transcriptional changes that appear to be required to switch mammary processes from growth and development during late pregnancy to synthesis and secretion of milk during lactation.

**Conclusions:**

Coordinated transcriptional regulation of large numbers of genes is required to switch between mammary tissue establishment during late pregnancy, and activation and maintenance of milk production during lactation. Our findings indicate the remarkable plasticity of the mammary gland, and the coordinated regulation of multiple genes and pathways to begin milk production. Genes and pathways identified by the present study may be important for managing milk production and mammary development, and may inform studies of diseases affecting the mammary gland.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1947-9) contains supplementary material, which is available to authorized users.

## Background

The mammary gland, and the physiological control of lactation, evolved as a vital part of the mammalian reproduction strategy [1, 2]. Milk provides an essential source of nutrients to newborn mammals, as well as immune factors, including anti-microbial, anti-inflammatory and immune-modulatory agents, that offer protection against infections, and have beneficial effects on intestinal flora and gut health [2, 3]. Human epidemiological studies provide evidence that breast milk plays a role in protection against gastrointestinal and respiratory tract infections in infants, and in programming metabolism and disease later in life [4–7]. Additionally, humans have long exploited the production of milk by domestic ruminants for the manufacture of dairy products, making milk an important part of human nutrition. Milk production is also important in pastoral livestock systems for the production of meat and fibre. In such systems, milk produced by the dam is the sole source of nutrients for newborn offspring and may influence their survival, growth to weaning, and future productive performance [8–10]. The ability to manipulate lactation performance is an area of increasing interest, and knowledge of the biological pathways and mechanisms that govern mammary gland development and lactation is commercially important.

The mammary gland displays a high level of developmental plasticity, able to undergo repeated cycles of growth, differentiation, and regression, coordinated by the reproductive state [11]. Mammary development follows the reproductive cycle and is regulated by endocrine hormones [11–13]. The dynamic nature of the mammary gland makes it an ideal model for studying molecular regulation of development and cellular differentiation. Mammary glands are comprised of two main tissue components: the parenchyma and the stroma [14]. The parenchyma contains the functional secretory and ductal tissue. The mammary stroma, or fat pad, contains the supportive tissue, including connective tissue, fibroblasts, adipose tissue, nerve tissue, and endothelial cells associated with blood vessels and lymph vessels [13, 14].

While mammogenesis is initiated during embryonic life, the majority of mammary development occurs post-natally, particularly during pregnancy when there is marked expansion of the lobulo-alveolar network (clusters of alveoli, which are spherical structures, comprised of secretory epithelial cells surrounding a central lumen, and basal myoepithelial cells which contract to allow milk let-down) [15]. The number of mammary epithelial cells is correlated to milk yield [16–19], thus establishment of secretory tissue during this developmental stage is critical for subsequent lactational performance. Prior to parturition, functional differentiation of epithelial cells is initiated, referred to as lactogenesis stage 1 [20]. This stage is characterised by cytological changes as well as increasing expression of genes encoding milk proteins such as caseins and beta-lactoglobulin [20–22]. The second stage of lactogenesis (lactogenesis stage two or secretory activation phase) is initiated at parturition and involves the closing of tight junctions between alveolar epithelial cells and further increases in expression of milk proteins, including *LALBA* (alpha-lactalbumin) which promotes lactose synthesis and associated increases in milk volume [21, 23].

In adult sheep, mammary development is essentially complete by parturition and there is only limited mammary growth during early lactation [24]. This is in contrast to the more extensive continued development observed in the mammary glands of litter bearing species, including rodents [25], pigs [26], and some dairy cows and goats [16, 27]. During early lactation, cellular metabolic activity and nutrient transport increases to provide substrates for synthesis of milk components [28].

Such coordinated regulation of developmental and functional events is likely mediated by large-scale changes in gene expression [29, 30]. While the structural changes, and roles of hormones, in events from late pregnancy to lactation are well known [29, 31–33], little is known about the underlying molecular mechanisms that regulate differentiation of the mammary epithelium to a secretory phenotype.

Here we use RNA-seq to examine global gene expression in sheep mammary glands during the transition from late pregnancy to lactation providing insights into the physiological and metabolic adaptations that occur during this transition. Understanding the regulation of this transition is essential to our ability to intervene in mammary development and disease, and to manipulate lactation outcomes important to animal production and human nutrition.

## Methods

### Animals and sample collection and processing

The animal study was conducted at the Massey University Keeble Sheep and Beef farm, 5 km south of Palmerston North, New Zealand. The study was approved by the Massey University Animal Ethics Committee, Palmerston North, New Zealand.

Mammary tissue was sampled from 2-year-old, primiparous, Romney ewes during late pregnancy (*n* = 27, ewe age: 733.9 days ± 1.66 SD and 135 days of gestation ± 2.4 SD) and again during early lactation (*n* = 18, ewe age: 761.0 ± 2.11 SD days and 15 ± 1.27 SD days post partum). Mammary parenchymal tissue (30–50 mg) was collected with a needle biopsy (Bard® Magnum® reusable core biopsy gun and 12G, 10 cm core biopsy needles, Bard Biopsy Systems, AZ, USA) as described by Norgaard et al. [34]. Tissue samples were immediately frozen in liquid nitrogen, then stored at − 80 °C until RNA extraction.

Total RNA was isolated from mammary tissue samples using Trizol (Invitrogen, CA, USA) and purified using RNeasy mini kit (Qiagen, Netherlands). Genomic DNA contamination was eliminated via on-column digestion with DNase (Qiagen), as per the manufacturer’s protocol, and verified by RT-PCR. The concentration and quality of RNA was measured using a Nanodrop ND-1000 spectrophotometer (Thermo Scientific, MA, USA) and integrity was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). Only RNA with RNA integrity numbers (RINs) above seven was used in this study. One μg of total RNA was used as template to perform cDNA synthesis using the SuperScript VILO cDNA Synthesis Kit (Invitrogen) as per the manufacturer’s protocol.

### RNA sequencing and data analysis

For RNA sequencing, we attempted to minimise the effects of individual variation between animals by pooling RNA, as described by Paten et al. [35]. Briefly, each pool contained a total of 2 μg of RNA, sampled from three randomly selected animals. Nine pools were generated for late pregnancy samples (*n* = 27) and six for lactation samples (*n* = 18).

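RNA from biopsies of the mammary gland was sequenced as 9 late pregnancy libraries and 6 lactation libraries, each made from 1 pool of RNA. The paper gives 3 ewes for every pool, while the labels of the deposited samples give 3 ewes for a late pregnancy pool and 2 for a lactation pool, so the number of ewes behind a lactation library is not settled here. The labels also name 3 groups by the feed allowance of the ewes' own dams (HM, MM and LM for ad libitum, maintenance and sub-maintenance feeding in early gestation), with 3 late pregnancy pools and 2 lactation pools in each. The authors deposited 1 table for the 15 libraries, with reads on exons and on whole genes, RPKM, quantile-normalized RPKM, and the fold change, p-value and false discovery rate of their Baggerly test for 24691 features. RPKM recomputed from the counts differed from the deposited RPKM by at most 4.9e-07 of its value, and the sorted normalized values were the same in every library, as quantile normalization gives. Reads assigned to genes numbered 7597938 to 19823166 per library in late pregnancy (median 16387838) and 10352962 to 25679416 in lactation (median 16069559.5). The paper's own table of sequencing depth counts 21764810 to 57023110 paired end reads in late pregnancy and 29123882 to 64969270 in lactation. Whether each of these counts takes a pair as 1 or 2 reads is not settled here. No share of reads on genes is therefore drawn from them. The counts used from here on are reads on exons, or reads on the whole gene for features without an annotated transcript, and they sum to 6471237 to 16898986 (median 13919007) and 9014506 to 24001031 (median 15075423) per library in these states. After a filter that keeps features with enough reads in at least as many libraries as the smaller state holds, 13345 were tested with edgeR 4.0.16, using trimmed mean of M values (TMM) scaling and a quasi-likelihood F-test. P-values given as adjusted are Benjamini-Hochberg values over the genes tested in the comparison concerned, a gene is called at an adjusted p under 0.05, and log2 changes are lactation over late pregnancy. CPM means counts per 1e6 of the TMM-scaled library size, and over all genes it can sum to more than that in lactation, because the scaling leaves the milk protein genes out of account. Means are given with the standard deviation between libraries, n = 9 in late pregnancy and n = 6 in lactation.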

RNA-seq data was generated from pooled RNA (as detailed above) using an Illumina Hi-Seq 2000 (GEO accession number GSE71424). Mapping of the 100 bp paired-end sequence reads to the *Ovis aries* genome (version 3.2) and analysis of expression data was carried out using CLC Genomics Workbench (CLC Bio). Read mapping statistics are supplied in Table S1 (Additional file 1: Table S1). Data were subjected to quantile normalization and RPKM (reads per kilobase (kb) per million mapped reads statistic (RPKM = total exon reads mapped/ mapped reads in millions × exon length in kb)) for each annotated gene (10,175 genes) were calculated. Differentially expressed genes were identified using the Baggerly test [36]. The Baggerly test is similar to a two sample *t*-test but the test statistic is weighted according to the number of reads in each sample [36]. *P*-values were corrected for multiple testing using the method of Benjamini and Hochberg [37]. Genes that had a corrected *P* value of less than 0.05 were considered to be differentially expressed (Additional file 2: Tables S2 and S3). Principal components and heat map analyses were performed to evaluate general patterns of variation in gene expression between treatment groups (Additional file 3: Figure S1). The findings of our RNA-seq data were validated by reverse transcription quantitative (RT-qPCR) analysis of a sub-set of 18 genes, expression was normalized against established reference genes for the ovine mammary gland [35]. The details of which are reported in Additional file 4.

### Gene ontology and pathways analyses

Analysis of the RNA-seq data provided a list of differentially expressed genes. In order to contextualise this with physiological and metabolic events occurring in the mammary gland during late pregnancy and lactation, DAVID [38, 39] was used to identify enriched gene ontology (GO) and perform KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways analyses (Fisher’s exact *P*-value < 0.01, no correction for multiple testing was applied). One limitation to these analyses is that, at the time of this analysis, many sheep genes did not have assigned functional categories assigned to them. To overcome this, mouse orthologs of sheep genes were identified based on homolog gene annotation in the NCBI gene database (http://www.ncbi.nlm.nih.gov/gene). Gene lists consisting of genes more highly expressed during late pregnancy (Additional file 2: Table S2) and lactation (Additional file 2: Table S3) were submitted to DAVID (http://david.abcc.ncifcrf.gov/tools.jsp) and a background list was constructed consisting of all of the genes expressed in the ovine mammary gland for which a mouse gene ortholog could be identified (*n* = 6733). Functional annotation clustering was used to cluster similar GO terms together and results were ranked according to the Group Enrichment Score (the geometric mean (in-log scale) of member’s *P*-values in a corresponding annotation cluster). Functional annotation clusters were given an overall term which summarised the general theme of each cluster and any clusters with enrichment scores below 2.0 (*P* = 0.01) were discarded (Additional file 5: Tables S5 and S6).

## Results and discussion

We detected a total of 10,132 genes expressed in ovine mammary gland tissue during late pregnancy and 10,096 genes expressed during lactation (9622 genes expressed in both late pregnancy and lactation), which accounts for approximately 49 % of genes in the sheep genome. 

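With a mean RPKM of at least 1 taken as expression, 11831 of the 24691 features were expressed in late pregnancy (47.9%), 9032 in lactation (36.6%) and 8931 in both. A cutoff is needed for any such count and the text of the paper states none. The choice that moved the counts most was 1 read in any library of a state, which gave 19097, 17602 and 17349 genes. At least 10 reads in every library of a state gave 12115, 10225 and 10079, and a mean RPKM of at least 0.5 gave 12954, 10496 and 10386.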

Unfortunately a number of these genes have not been functionally annotated, including 4717 genes that were either predicted or uncharacterised. 

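Of the deposited features, 7615 carry a symbol that begins with LOC, the form given to genes without an established name. Among the 11932 genes with a mean RPKM of at least 1 in either state, 1448 did so. With 1 read in any library of either state as the cutoff, the number of such genes was 4716.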

Validation of a subset of these genes by RT-qPCR (Additional file 4: Figure S2) indicates that our RNA-seq data is high quality and biologically relevant.

### Highly expressed genes

A very small number of genes accounts for 60 % of all RNA-seq reads (30 and 24 genes in late pregnancy and lactation, respectively). 

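Ranked by their mean share of the reads on exons, 600 genes were needed to reach 60% of the reads in late pregnancy (453 to 729 in single libraries, n = 9) and 4 genes in lactation (3 to 4, n = 6). The measure decides these counts. RPKM in place of reads, which divides by transcript length, gave 99 genes in late pregnancy and again 4 in lactation, and uniquely placed reads gave 715 and 4. The largest move came from quantile-normalized RPKM, on which 25 genes were needed in either state. Quantile normalization gives every library the same set of values, so on that scale the states cannot differ much in this count.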

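The 7 milk protein genes BLG, CSN2, CSN1S1, LALBA, CSN3, GLYCAM1 and CSN1S2 together took 17.6 ± 3.22% of the reads on exons in late pregnancy (13.7 to 23.4%, n = 9) and 74.5 ± 1.76% in lactation (71.3 to 75.8%, n = 6). An exact permutation test over libraries gave p = 0.0004, the smallest value that 5005 splits allow. The shift was alike in the libraries whose column name gives lane 7 and those with lane 8, with means of 18.9 and 16.7% in late pregnancy and 73.6 and 75.4% in lactation. CSN2, CSN1S1, CSN1S2, CSN3, LALBA and BLG held ranks 1 to 6 by share of the lactation reads, and GLYCAM1 rank 8 after the mitochondrial gene COX1, while by quantile-normalized RPKM GLYCAM1 ranked 7 and COX1 8. CSN2 (chromosome 6, 85115577 to 85124731) rose from 33618 ± 8009 to 547475 ± 53072 CPM. With edgeR the log2 changes and adjusted p-values were BLG 1.68 (2.8e-11), CSN2 4.03 (8.3e-15), CSN1S1 4.24 (3.2e-14), LALBA 5.42 (1.4e-14), CSN3 3.29 (4.8e-14), GLYCAM1 3.09 (7.0e-15) and CSN1S2 6.88 (3.1e-11), and no gene's libraries overlapped between the states. The direction of BLG depends on the scaling: it rose under TMM, fell by 0.22 on the log2 scale with library size only, and fell by 2.09 with limma on quantile-normalized RPKM, the last also being the value of the authors' deposited table. CSN3 moved by 0.02 with limma (adjusted p 0.875).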

The six most highly expressed genes during lactation (*BLG* (β-lactoglobulin), *CSN2* (β-casein), *CSN1S1* (α-S1-casein), *LALBA* (α-lactalbumin), *CSN3* (κ-casein), *GLYCAM1* (glycosylation dependent cell adhesion molecule-1) and *CSN1S2* (casein-α-S2)) have been reported to be highly expressed in cells derived from milk in other species (e.g. cattle [40] and human [41]) using RNA-sequencing. High-expression of some of these genes has been detected using other experimental approaches, including RT-qPCR (e.g. [42, 43]), supporting the conclusion that the ultra-high expression that we report for these genes reflects the biology of the mammary gland in late pregancy and lactation and is not an experimental artifact.

This sub-set of ultra-highly expressed genes included the major milk protein genes (caseins, α-lactalbumin and β-lactoglobulin), genes encoding ribosomal proteins, genes with products involved in energy metabolism and genes with products involved in immunity and inflammation (Fig. 1).

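Of the 30 genes drawn for late pregnancy in Fig. 1, 28 were found by symbol in the deposited table, and all 24 drawn for lactation. The study chose both lists on these same libraries, so their changes are not independent evidence. Of the late pregnancy list, 17 genes were lower and 11 higher in lactation (edgeR, adjusted p under 0.05, with the same counts when adjusted over the list alone), with a median log2 change of -0.66. Of the lactation list, 3 were lower and 21 higher, with a median of 1.79. This median was -0.11 with library size only, above that of all genes under that scaling. In late pregnancy, ribosomal protein genes took 8.57 to 10.2% of the reads in single libraries and genes of the mitochondrial genome 3.30 to 3.84%. In lactation these shares were 1.10 to 1.48% and 1.46 to 1.69%. The immune gene B2M held 0.295% of the reads in late pregnancy and 0.0978% in lactation. Shares of all reads need not move as TMM-scaled values do. With edgeR under TMM, B2M was higher in lactation, at 0.32 (adjusted p 5.4e-04), though lower in the authors' deposited table, at -2.58. Of 12 tested mitochondrial genes 10 were higher under TMM, while 61 of 64 ribosomal protein genes were lower.

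**Figure D1:**
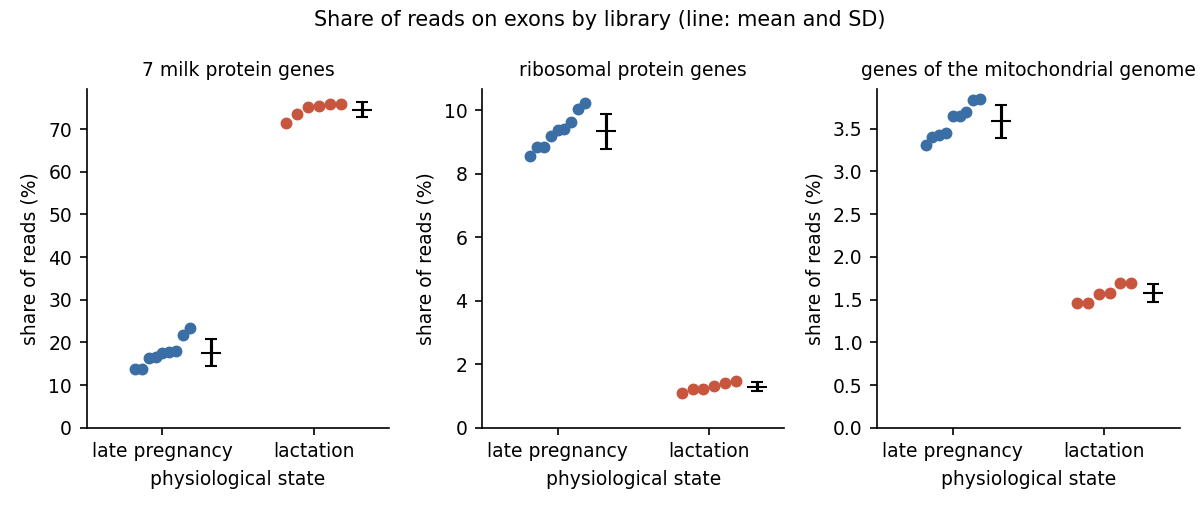
Share of the reads on exons (percent, y axis) taken by the 7 milk protein genes, the ribosomal protein genes and the genes of the mitochondrial genome, in late pregnancy (n = 9) and lactation (n = 6). Points are libraries and bars show mean and standard deviation. The states do not overlap in any panel, with milk protein genes at no more than 23.4% in late pregnancy and at least 71.3% in lactation.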

**Fig. 1:**
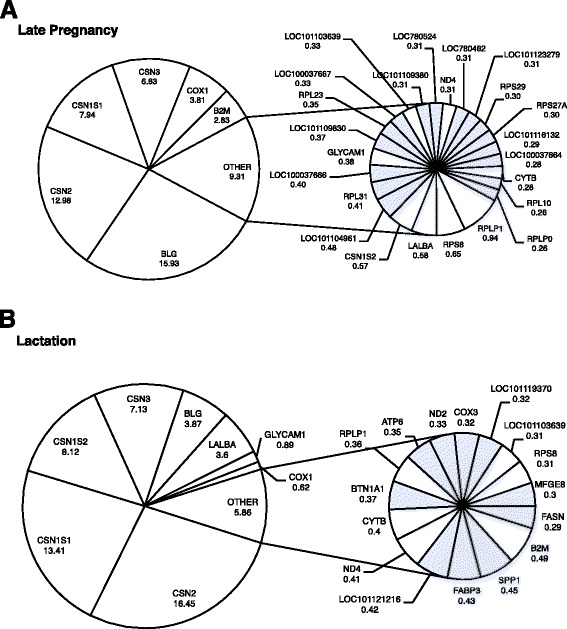
A small number of genes account for 60 % of all the RNA-seq reads. Graphical depiction of genes that were most highly expressed in the ovine mammary gland, as measured by RNA-seq, during **a**: late pregnancy (day 135 of pregnancy ± 2.4 SD, *n* = 27) and **b**: lactation (day 15 post-partum ± 1.27 SD, *n* = 18). Notes: Genes highlighted (in blue) represent genes which are highly expressed in only one physiological state. The number below each gene is the percentage of reads for that gene compared with the total number of reads in the sample

During late pregnancy, 18 ribosomal protein genes were ultra-highly expressed (Fig. 1) and may reflect increased levels of ribosome biogenesis in preparation for high levels of milk protein synthesis. 

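Among the 600 genes that reach 60% of the late pregnancy reads, 56 are ribosomal protein genes by symbol and 12 more by the name of the reference annotation, 68 in all. On RPKM the number was 60, on unique reads 63 and on quantile-normalized RPKM 13. None was among the 4 genes of lactation, where a count of so few says little. Over the 64 ribosomal protein genes tested, 61 were lower in lactation, 23 of them more than 2-fold, and 1 was higher (edgeR, adjusted p under 0.05, with the same counts over the list alone), with a median log2 change of -0.94. As a set they were lower than other genes by camera with an inter-gene correlation of 0.01 (p = 9.2e-28). The estimated correlation was 0.622, with which p = 0.0459, and the rotation test fry gave p = 4.4e-10, so the call holds under each, narrowly with the estimated correlation, for which leaving out 1 library at a time gave p of 0.0414 to 0.0567. Leaving out the genes of the 60% set moved this most, as only 8 ribosomal genes remain, and their median was -0.55. Camera with the same correlation of 0.01 then gave p = 0.0786. The paper proposes that the high expression reflects ribosome biogenesis ahead of milk protein synthesis. Reads per gene do not measure ribosome production.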

During lactation, several metabolism-related genes were also ultra-highly expressed, which reflects the increased metabolic activity of the mammary gland [44]. Highly expressed metabolism-related genes included *COX3*, *ND2* and *ATP6*, which encode enzymes of the oxidative phosphorylation pathway, and *FASN* and *FABP3*, which are involved in milk-fat synthesis.

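The mitochondrial genes COX3, ND2 and ATP6 rose from 981 ± 136 to 1472 ± 243, 1324 ± 142 to 2066 ± 197 and 1069 ± 105 to 1841 ± 99.2 CPM, with log2 changes (edgeR adjusted p) of COX3 0.59 (2.1e-05), ND2 0.64 (3.1e-07) and ATP6 0.78 (2.6e-09). Only 6.28, 58.7 and 40.8% of the reads of these 3 genes are uniquely placed, so their values rest in part on reads shared with other places. On unique reads alone the changes were 0.59, 0.66 and 0.75. FASN (chromosome 11, 49940273 to 49956419) rose from 3348 ± 310.0 to 12567 ± 1882 CPM (FASN 1.91 (2.4e-13)) and FABP3 (chromosome 2, 235138526 to 235146161) from 133 ± 33.5 to 3369.7 ± 104 CPM (FABP3 4.66 (7.6e-16)). All 5 genes were without overlap between the states, where chance gives 0.04% of genes. COX3, ND2 and ATP6 fell by 1.32, 1.26 and 1.12 on the log2 scale with library size only, and the median of the 5 was -1.12, which is still above the median of all genes under that scaling. By share of the reads in lactation, FASN ranked 9, FABP3 16, ND2 26, ATP6 28 and COX3 35. By quantile-normalized RPKM they ranked 24, 11, 18, 17 and 19 in the same order.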

### Differentially expressed genes

The high expression of a small number of genes effectively dilutes the expression of other genes in the mammary gland [45] and may limit the ability to detect differences in their expression as well as introduce bias into normalization strategies. To identify differentially expressed genes analysis was performed both including and excluding these highly expressed transcripts. Although there were subtle differences to the fold-changes and RPKMs reported in the two analyses, the inclusion of the highly expressed genes did not alter the identity or number of genes identified as differentially expressed and here focus on the analysis with the highly expressed genes included. Despite this potential limitation, we were able to detect a large proportion (27 %, 2750 genes) of genes in the ovine mammary gland that were differentially expressed between late pregnancy and early lactation. 

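Removing the 38 genes of Fig. 1 that were found in the table before scaling left 13307 tested genes. Of these, 9084 were called with the genes in and 9078 with them out. In both runs 9037 were called with the same sign, while 47 were called only with them and 41 only without. No log2 change with edgeR moved by more than 0.0078. TMM trims extreme genes in any case, so little change follows from its design. In the scheme nearest to the study's own, limma on RPKM re-normalized by quantiles without these genes called 9168 against 9159, with 9150 shared. The largest move of a log2 change was greater there, at 0.21.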

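Of the 13345 genes tested, 9122 (68.4%) were called between 9 late pregnancy and 6 lactation libraries (edgeR quasi-likelihood test, adjusted p under 0.05). Scaling moved this count most: with library size only, 13057 genes were called and 97.3% of them were lower in lactation, as the median log2 change of all genes fell to -1.94 from -0.03 under TMM, and 3787 calls took the opposite sign. Upper quartile scaling called 9410 genes, 63.7% of them lower, with a median of -0.18. Methods that rescale by the bulk of genes stayed close to each other: DESeq2 called 9019, the edgeR exact test 9039, limma on quantile-normalized log2 RPKM 9196, unique reads 9049, and dam nutrition as covariate 9109. With no filter 9872 of 19350 genes were called, and with at least 10 reads in every library 7216 of 10079. Splitting the 15 libraries into 9 and 6 in 100 ways, the true grouping included, gave as many calls only for the true one. The next largest count was 5867, from a split that keeps 5 lactation libraries together, and the median of the others was 0. The paper counts genes it regards as expressed in its denominator, whereas here the denominator is the genes passing the read filter.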

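Among the genes called with edgeR, 4703 (51.6%) were lower and 4419 (48.4%) higher in lactation under TMM. The balance follows the scaling rather than the test: limma on quantile-normalized log2 RPKM put 55.3% lower. In 5367 genes (40.2% of those tested) the libraries of the states did not overlap at all, against 0.04% by chance, and 5365 of these were called. With the outermost genes taken from those without overlap, the largest falls were RSPO1 -9.83, LOC101102278 -8.48, LAMP5 -7.78, LOC101112246 -7.72 and MATN3 -7.33. The largest rises were UNC13A 9.40, LPO 9.13, LOC101105822 8.99, PNPLA3 8.43 and LOC101113398 8.38, and the largest adjusted p of these 10 genes was 1.7e-06. Where a state has at most 3 reads in any library, only a bound is meaningful: at least 15.8-fold lower for RSPO1, 6.12-fold for LOC101102278, 3.90-fold for LAMP5 and 51.0-fold for MATN3, and at least 126-fold higher for UNC13A. In all, 161 called genes were at this floor in lactation and 6 in late pregnancy.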

A greater proportion of these genes decreased expression between late pregnancy and early lactation (1510 genes, 55 % of differentially expressed genes) while 1240 genes (45 % of differentially expressed genes) increased in expression between late pregnancy and early lactation. This trend is consistent with that of Finucane et al. [46] who used microarray analysis to examine the bovine mammary gland during lactation. Late pregnancy is a critical period for mammary development, in which the functional secretory tissue of the gland is established and differentiates prior to parturition. 

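Counted in each library, genes with an RPKM of at least 1 numbered 11607 to 11960 in late pregnancy (mean 11803, n = 9) and 8845 to 9239 in lactation (mean 8992, n = 6). RPKM divides by all reads of a library, and most lactation reads come from a few milk protein genes. With the 7 milk protein genes left out of the library total, 12170 genes reached the cutoff in late pregnancy and 11731 in lactation, a difference of 439 genes against 2799 before, or 15.7% of it. With quantile-normalized RPKM of at least 1 the numbers were 11175 and 11185 genes (10587 in both). All libraries hold the same set of values on that scale, so near equal counts were fixed in advance. They cannot show which state expresses more genes. The paper proposes limited development after birth as a reason. The count itself depends on what the reads are divided by.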

In sheep [24], there is limited mammary development post-partum, which may explain why the number of genes expressed in the mammary gland appears to be greater during pregnancy than in lactation. The study of Finucane et al. [46] drew parallels to small-animal models (mouse [47, 48], rat [49], and rabbit [50]), in which milk protein expression is initiated during mid-pregnancy and increases throughout pregnancy, plateauing during lactation. Thus, similarly, in sheep, the genes required for lactation may already be adequately expressed during late pregnancy.

Gene ontology analysis using DAVID revealed that nine functional annotation clusters (enrichment score (ES) > 2, equivalent to *P* < 0.01 [39]) and 11 KEGG pathways (*P* < 0.01) were enriched in mammary glands during late pregnancy (Figs. 2a–c and Additional files 4 and 5: Tables S5 and S7). Enriched genes were associated with gene ontology categories involved in energy metabolism (mitochondria, glycolysis, and fatty acid metabolism; in particular beta-oxidation), protein synthesis (translation initiation), cell proliferation (cell cycle, p53 signalling, chromosome and cytoskeleton) and response to hormone stimulus.

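The 9 clusters of Table S5 hold 289 genes found in the deposited table, all tested. Of these, 272 were lower in lactation, 108 more than 2-fold, and 1 was higher (edgeR, adjusted p under 0.05), with a median log2 change of -0.77, and 232 had no overlap between the states against 0.04% of genes by chance. The study drew the clusters from its own calls on these libraries, so the share that falls is not independent evidence, and the counts were the same when adjusted over the list alone. The median was -0.59 in the mitochondria cluster (52 of 59 lower), -0.78 in translation initiation (23 of 24), -0.86 in cytoskeleton (115 of 121), -0.60 in mitochondrial membrane (74 of 82), -0.74 in nuclear lumen (85 of 92) and -0.64 in lysosome (25 of 25). Additional file 2 could be read only in part, with 1507 of 1510 genes for late pregnancy and 387 of 1240 for lactation, and no overlap was computed on it.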

**Fig. 2:**
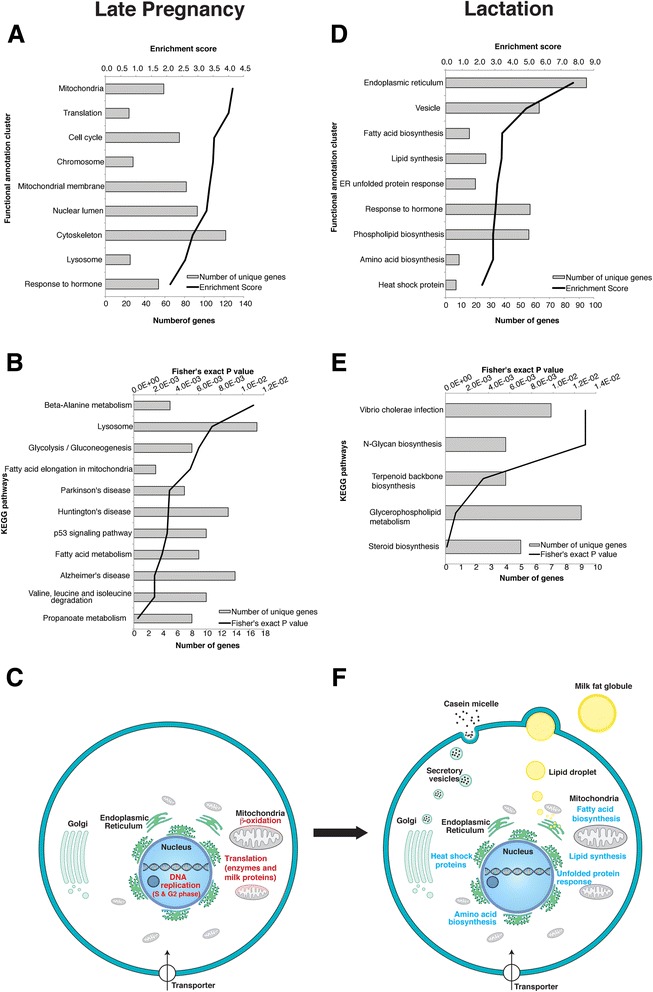
Gene ontology and KEGG pathway analysis of differentially expressed genes. Gene ontology (GO) functional annotation clusters enriched (enrichment score > 2) during **a**: late pregnancy (day 135 of pregnancy ± 2.4 SD, *n* = 27) and **d**: lactation (day 15 post-partum ± 1.27 SD, *n* = 18), and KEGG pathways enriched (Fisher’s exact *P* < 0.01) during **b**: late pregnancy and **e**: lactation in the ovine mammary gland, based on RPKM gene expression data generated by RNA-seq. The Database for Annotation, Visualisation and Integrated Discovery (DAVID) v6.7 was used to generate GO functional annotation cluster and KEGG pathway data. Summary of enriched molecular and metabolic processes in the **c**: late pregnant and **f**: lactating ovine mammary gland

A second set of nine functional annotation clusters (ES > 2) and five KEGG pathways (*P* < 0.01) were enriched in lactating mammary glands (Figs. 2d–f and Additional files 4 and 5: Tables S6 and S8). The most enriched gene ontology categories processes were associated with lipid synthesis and secretion (endoplasmic reticulum, fatty acid biosynthesis, lipid synthesis, synthesis, and vesicle). Additionally, there was enrichment for genes associated with synthesis and post-translational processing of proteins (unfolded protein response, heat shock protein, amino acid biosynthesis).

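Of 180 tested genes in the clusters of Table S6, 179 were higher in lactation, 121 more than 2-fold, and none was lower (edgeR, adjusted p under 0.05; the same adjusted over the list alone). The median log2 change was 1.26 and 178 genes had no overlap between the states. Because the study drew these genes from its calls on the same libraries, this is not independent evidence. Cluster medians were 2.00 for fatty acid biosynthesis (16 of 16 higher), 2.00 for lipid synthesis (27 of 27), 1.79 for phospholipid biosynthesis (56 of 56), 1.17 for vesicle (62 of 63) and 1.09 for endoplasmic reticulum (95 of 95). The median of the whole list was -0.64 with library size only, so its direction flips, though the list stayed above the median of all genes.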

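In the cluster of the unfolded protein response, 19 of 19 genes were higher in lactation (edgeR, adjusted p under 0.05), 13 of them more than 2-fold, with a median log2 change of 1.27 and a largest adjusted p of 7.1e-07. For heat shock proteins 7 of 7 were higher, 5 of them more than 2-fold, with a median of 1.19. These medians were -0.64 and -0.72 with library size only, both above that of all genes under that scaling.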

### Expression of genes involved in cellular proliferation, survival and apoptosis in the mammary gland

It is well-known that milk production is a function of the number and activity of secretory epithelial cells [16–19], thus the mammary tissue establishment phase that occurs during pregnancy is crucial to subsequent lactation performance. Physiologically, late pregnancy is characterised by extensive structural remodelling, involving expansion of the lobulo-alveolar network, and functional differentiation of alveolar cells to secretory cells in preparation for producing milk in lactation [21, 24]. On a molecular level this is reflected in the present study through enrichment of genes associated with: regulation of cell cycle, including cyclins and cyclin-dependent kinases which form complexes to regulate cell cycle progression [51]; DNA synthesis including genes encoding the components of the MCM complex, which form part of the pre-replication complex [52], and; genes encoding histone fold proteins (*POLE3* and *CHRAC1*) (Fig. 3 and full list of genes in Additional file 5: Table S5). Also enriched were mitosis related genes, specifically those associated with the spindle assembly checkpoint, which ensures proper chromosome alignment and segregation during mitotic cell division [53, 54] (Fig. 3 and Additional file 5: Table S5). These genes are regulated by E2F family and Myc transcription factors [55]. 

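Of the 31 genes drawn in red in the cell cycle scheme of Fig. 3, 29 were lower in lactation and none was higher (edgeR, adjusted p under 0.05; the same when adjusted over the list alone), with a median log2 change of -1.51. The study chose these genes on the same libraries, which makes this a check of direction rather than independent evidence. In the MCM complex, MCM2 to MCM7 changed by -2.19, -1.67, -1.91, -1.19, -2.05 and -1.54, with a largest adjusted p of 5.2e-07. Cyclins and their kinases gave CCNB1 -3.35 (4.4e-09), CDK1 -3.12 (6.6e-09), CCNA2 -3.60 (3.2e-10), CDK2 -0.40 (0.00163) and CCNF -2.07 (3.8e-12). The 2 genes for histone fold proteins moved less: POLE3 from 49.4 ± 2.02 to 40.1 ± 4.02 CPM (POLE3 -0.31 (7.2e-05)) and CHRAC1 from 17.1 ± 1.22 to 11.9 ± 0.533 CPM (CHRAC1 -0.53 (9.7e-07)). CCNG1 and CDK6 were not called, at -0.10 (0.773) for CDK6. Limma on quantile-normalized RPKM called 30 of the 31 lower. The paper reasons from the lower expression of growth and proliferation processes that continued growth of the mammary tissue is limited after birth. These are pooled tissue samples, so a change in the share of dividing cells and a change within cells are not separated.

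**Figure D2:**
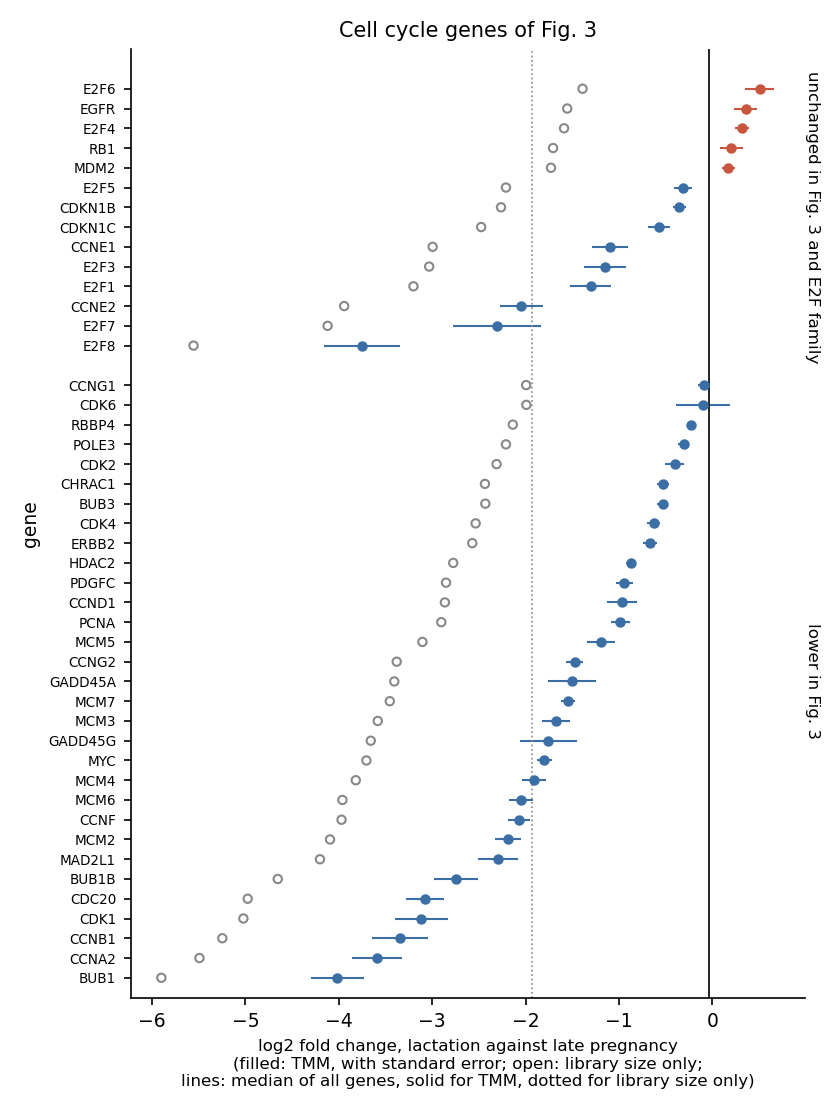
Log2 change of lactation over late pregnancy (x axis) of the red and black genes of the cell cycle scheme and the E2F family (y axis), n = 9 and 6 libraries. Filled points are TMM values with standard errors and open points values with library size only. The solid and dotted lines are the medians of all genes, -0.03 and -1.94, and the genes of the red group lie left of the line of their own scaling, down to BUB1 at -4.02.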

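The spindle checkpoint genes fell in lactation with edgeR log2 changes (adjusted p) of BUB1 -4.02 (1.9e-10), BUB1B -2.74 (2.4e-09), BUB3 -0.53 (1.0e-07), MAD2L1 -2.29 (1.0e-08) and CDC20 -3.07 (6.4e-11). BUB3 fell least of the 5.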

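MYC (chromosome 9, 25632486 to 25637643) fell from 52.5 ± 3.50 to 14.9 ± 2.36 CPM in lactation, a log2 change of -1.80 (edgeR, adjusted p 2.2e-13), with no overlap between libraries. Of the E2F family, E2F2 was not analysed here and the other 7 members were all called. E2F1 fell from 3.98 ± 0.648 to 1.60 ± 0.697 CPM (-1.30, adjusted p 2.4e-05) and E2F3 from 1.48 ± 0.279 to 0.629 ± 0.200 (-1.15, 1.8e-04). E2F7 and E2F8 were at the floor in lactation, so their changes are bounds of at least 1.79-fold and 4.23-fold lower (adjusted p 2.5e-04 and 1.0e-07). E2F5 changed by E2F5 -0.31 (0.00799), E2F4 by E2F4 0.32 (5.7e-04) and E2F6 by E2F6 0.51 (0.00629), each with overlap between the libraries. E2F4 and E2F6 fell by 1.59 and 1.39 on the log2 scale with library size only. In the authors' deposited table no member reached a false discovery rate of 0.05. With limma on quantile-normalized RPKM plus 1 all 7 were called in the same direction as with edgeR, and E2F1, E2F3, E2F7 and E2F8 fell by 0.73, 0.40, 0.28 and 0.54 on the log2 scale.

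**Figure D3:**
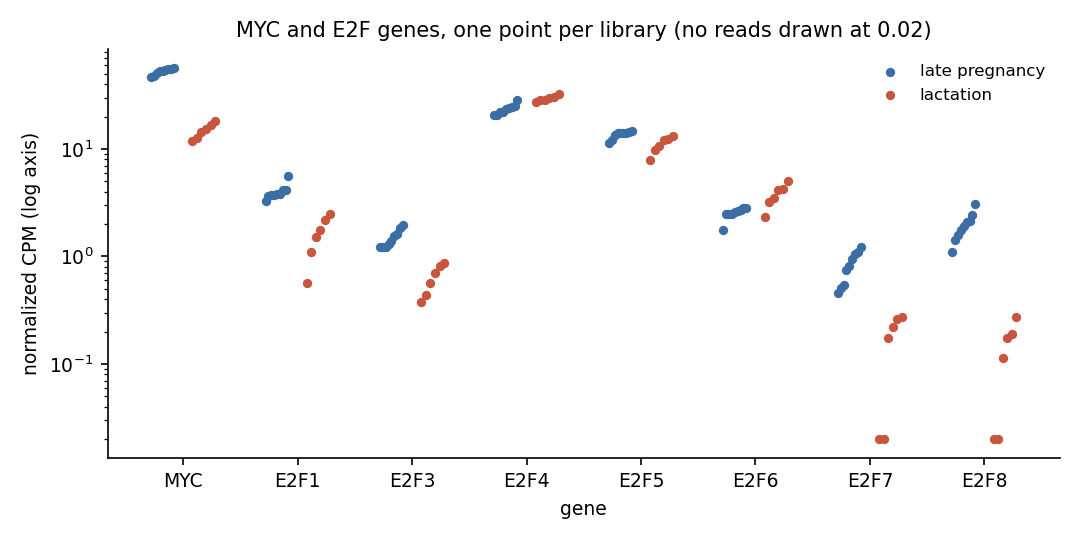
CPM on a log scale (y axis) of MYC and the E2F genes in late pregnancy (n = 9) and lactation (n = 6). Points are libraries and a library without reads is drawn at 0.02. E2F8 had a mean of 1.95 CPM in late pregnancy and 0.125 in lactation.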

Expression of *MYC* was higher during late pregnancy, while none of the E2F transcription factors differed in expression. However, E2F is regulated by the Retinoblastoma tumour suppressor protein (pRB), such that when pRB is hypophosphorylated it binds to E2F, inhibiting transcription of S phase target genes [56]. 

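Upstream of the retinoblastoma protein, CCND1, CDK4 and PDGFC were lower in lactation with edgeR log2 changes (adjusted p) of -0.96 (2.8e-05), -0.63 (2.0e-07) and -0.94 (3.1e-08). EGFR was slightly higher, at 0.36 (0.0118), and RB1 itself was not called, at 0.21 (0.147). Reads on these genes do not measure phosphorylation or E2F activity.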

Genes encoding mitogenic factors known to promote hyperphosphorylation of Rb and E2F activity were more highly expressed during late pregnancy (Fig. 3), confirming E2F activity.

**Fig. 3:**
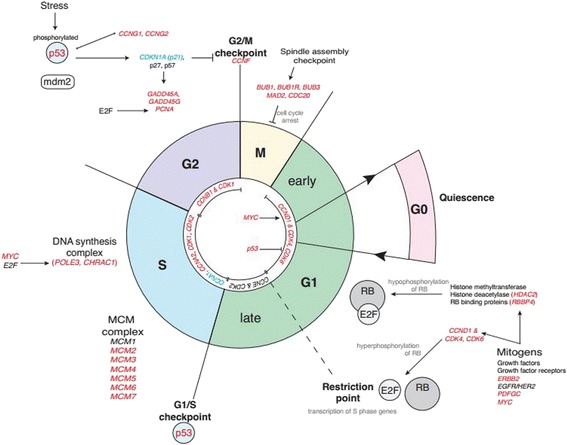
Cell cycle genes are differentially regulated between late pregnancy and lactation. Expression of cell cycle associated genes in the late pregnant (day 135 of pregnancy ± 2.4 SD, *n* = 27) and lactating (day 15 post-partum ± 1.27 SD, *n* = 18) ovine mammary gland as measured by RNA-seq. Genes shown in red were more lowly expressed while genes shown in blue were more highly expressed (RPKM *P* < 0.05, > 2-fold change in expression) during lactation, compared with late pregnancy. Genes shown in black did not have any significant change in their expression (RPKM *P* > 0.05)

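More than 2-fold lower in lactation were 18 of the 31 genes drawn in red (edgeR, adjusted p under 0.05). Of the 2 drawn in blue, CCNA1 was higher at 2.48 (1.8e-11) and CDKN1A had too few reads to be tested. Of 14 genes drawn in black or named with the E2F family, 9 were lower and 4 higher, 6 of the lower ones more than 2-fold, with a median log2 change of -0.46. Among them CCNE1 and CCNE2 changed by -1.09 (3.8e-05) and -2.04 (1.7e-07). None of the 14 was called in the authors' deposited table.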

Given the increased DNA replication, cell division and proliferation occurring during late pregnancy, mechanisms need to be in place to account for DNA damage repair and ensure proliferation occurs in a controlled and regulated manner. 

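GADD45A (chromosome 1, 42934040 to 42937189) fell in lactation from 13.4 ± 3.92 to 4.36 ± 2.30 CPM, a log2 change of -1.51 (edgeR, adjusted p 3.4e-05), GADD45G from 60.4 ± 30.1 to 16.9 ± 8.08 CPM (GADD45G -1.76 (4.1e-05)) and CCNG2 from 23.9 ± 2.75 to 8.53 ± 0.682 CPM (CCNG2 -1.47 (2.2e-11)). CCNG1 was at 436 ± 35.0 to 410.0 ± 35.4 CPM and was not called (CCNG1 -0.09 (0.219)), while limma on quantile-normalized RPKM put it at -0.38 (adjusted p 4.8e-05). So 3 of these 4 genes were lower in lactation and none was higher, and in the authors' deposited table all 4 are lower. GADD45A and CCNG2 had no overlap between the states.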

The p53 signalling pathway was enriched during late pregnancy, such that expression of *TP53* was higher during lactation, as were p53-responsive DNA repair genes such as *GADD45A*, *GADD45G*, *CCNG1* and *CCNG2* (Additional file 6: Table S7). GADD45A may also use its DNA repair function to remove DNA methylation marks, potentially playing a role in epigenetic regulation of gene expression [57].

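The cell cycle cluster of Table S5 had 72 of 75 genes lower in lactation and none higher (edgeR, adjusted p under 0.05), 39 of them more than 2-fold, with a median log2 change of -1.08 and no overlap between the states for 64 genes. The study drew the cluster from its own calls, so it is not independent evidence. The cluster's lowest member, CENPA, changed by -4.38.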

Our RNA-seq data implies that during lactation, cellular growth and proliferation processes are down-regulated, indicating that continued growth of mammary tissue is limited after parturition in sheep. These findings are consistent with transcriptomic studies in other species [46, 58, 59] and observations of cellular proliferation rates (using Ki-67) in cows, which have demonstrated a reduction in epithelial cellular expansion during lactation compared with late pregnancy [60]. 

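All 6 genes BCL2L15, BCAR1, BAG1, BAG3, BAG5 and BEX2 were higher in lactation, without overlap between the states, with a median log2 change of 1.19 (edgeR; the same 6 when adjusted over the list alone, which the study chose on these libraries). Values rose from 1.31 ± 0.610 to 5.68 ± 2.52 CPM for BCL2L15 (BCL2L15 2.13 (6.0e-07)), 8.77 ± 1.13 to 21.5 ± 4.24 for BCAR1 (BCAR1 1.31 (2.1e-09)), 100.3 ± 6.32 to 186 ± 11.7 for BAG1 (BAG1 0.89 (1.0e-11)), 7.06 ± 0.770 to 21.2 ± 6.84 for BAG3 (BAG3 1.58 (7.8e-09)), 11.7 ± 1.93 to 22.1 ± 2.27 for BAG5 (BAG5 0.91 (1.7e-07)) and 9.35 ± 0.925 to 19.9 ± 3.13 for BEX2 (BEX2 1.07 (4.9e-09)), log2 change and adjusted p in parentheses. The median was -0.71 with library size only. BCAR1, BAG1, BAG3, BAG5 and BEX2 then fell by 0.59, 1.01, 0.33, 1.00 and 0.83 on the log2 scale, less than the median gene under that scaling.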

In the present study we identified cell-survival markers, such as *BCL2L15*, *BCAR1*, *BAG1*, *BAG3*, *BAG5* and *BEX2*, as more highly expressed in mammary tissue during lactation compared with late pregnancy. The products of these genes may be involved in maintaining the population of milk secretory cells and milk production (galactopoiesis) during lactation, and may therefore serve as useful biomarkers or target genes for manipulation of lactation persistence.

### Expression of genes involved in energy and fat metabolism in the mammary gland

Limited growth of the mammary gland during lactation [24, 46, 60] would imply that greater activity of secretory cells is required to increase milk yield to peak lactation [19]. In support of this, we detected up-regulation of genes linked to metabolism and transport processes during lactation, consistent with studies in bovine [46] and murine [61, 62] mammary glands. In particular, genes involved in fat metabolism were enriched during lactation (full list of genes in Additional file 5: Table S6), such that there was higher expression of genes encoding enzymes involved in fatty acid biosynthesis, fatty acid activation, glycerol synthesis, triacylglycerol synthesis, cholesterol synthesis, milk fat secretion and genes involved in signal transduction of lipogenic pathways (e.g., *SREBF1*, *PPARD*, *INSIG1* and *ESR1*). 

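Of the 27 fat synthesis genes drawn in blue in Fig. 4, BCAT1 had too few reads to be tested, and all 26 others were higher in lactation (edgeR, adjusted p under 0.05; the same adjusted over the list alone). Their median log2 change was 2.08, and it was 0.17 with library size only. The study chose the list on the same libraries, so it is no independent evidence. Among them LPL rose by 6.69 (4.2e-16), LPIN1 by 6.74 (8.0e-16), ACACA by 2.67 (3.0e-16), SCD by 2.65 (8.6e-14) and BTN1A1 by 3.80 (1.1e-16). PLIN2 rose least, by 0.41 (1.1e-04). For the signalling genes, SREBF1 rose from 76.7 ± 6.90 to 142 ± 18.1 CPM (SREBF1 0.89 (2.5e-09)), PPARD from 7.90 ± 0.737 to 19.0 ± 3.30 CPM (PPARD 1.25 (7.5e-10)), INSIG1 (chromosome 4, 116528665 to 116541157) from 44.7 ± 13.5 to 1419 ± 264 CPM (INSIG1 4.99 (4.9e-15)) and ESR1 (chromosome 8, 75455502 to 75705536) from 15.8 ± 2.30 to 129 ± 10.8 CPM (ESR1 3.03 (3.0e-16)). Their median was 2.14, and 0.24 with library size only, where SREBF1 and PPARD fell by 1.01 and 0.65 on the log2 scale. From limited growth of the gland in lactation, the paper infers that secretory cells would need more activity for milk yield to rise. It takes the rise of metabolism and transport genes, fat synthesis genes among them, as support. Transcript levels per cell were not measured, so only the share of the pool is known.

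**Figure D4:**
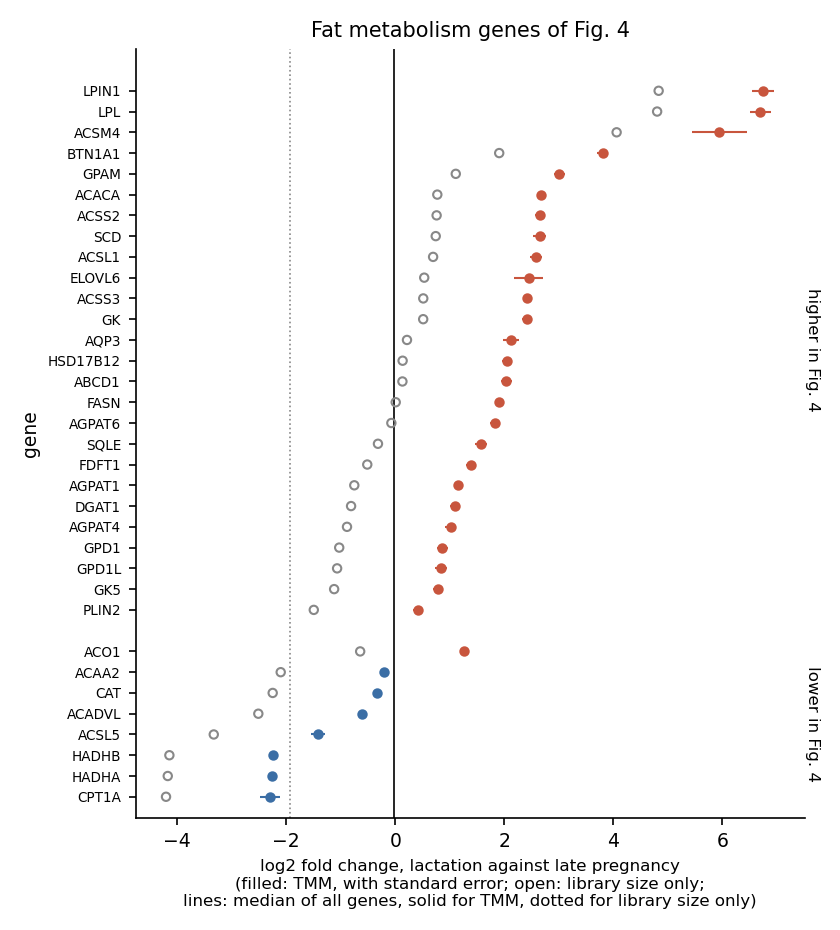
Log2 change of lactation over late pregnancy (x axis) of the fat synthesis genes in blue and the 8 red genes of Fig. 4 examined outside the respiratory chain (y axis), n = 9 and 6 libraries. Filled points are TMM values with standard errors, open points library size only, and the lines are medians of all genes (solid TMM, dotted library size only). Synthesis genes lie right of the solid line, up to LPIN1 at 6.74.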

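Of 8 genes examined among those drawn in red outside the respiratory chain in Fig. 4, 7 were lower in lactation and 1 was higher (edgeR, adjusted p under 0.05). CPT1A fell from 14.0 ± 3.03 to 2.76 ± 0.376 CPM (CPT1A -2.29 (1.3e-09)), and the neighbouring genes HADHA and HADHB (chromosome 3, 33296317 to 33367776) from 76.6 ± 4.26 to 15.8 ± 1.95 and 61.5 ± 4.90 to 13.0 ± 1.62 CPM (HADHA -2.27 (7.6e-16) and HADHB -2.24 (3.5e-15)). ACSL5 fell by 1.42 on the log2 scale (5.4e-09), ACADVL by 0.61 (6.7e-08), CAT by 0.34 (3.0e-06) and ACAA2 by 0.20 (0.00593), adjusted p in parentheses. The higher gene was ACO1.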

Genes involved in fatty acid catabolic pathways, particularly beta-oxidation, were down regulated during lactation (Fig. 4 and Additional file 5: Table S5). These findings are consistent with the large amount of milk fat produced by the mammary gland during lactation and with findings in mice [62], pigs [59] and cows [46, 58].

**Fig. 4:**
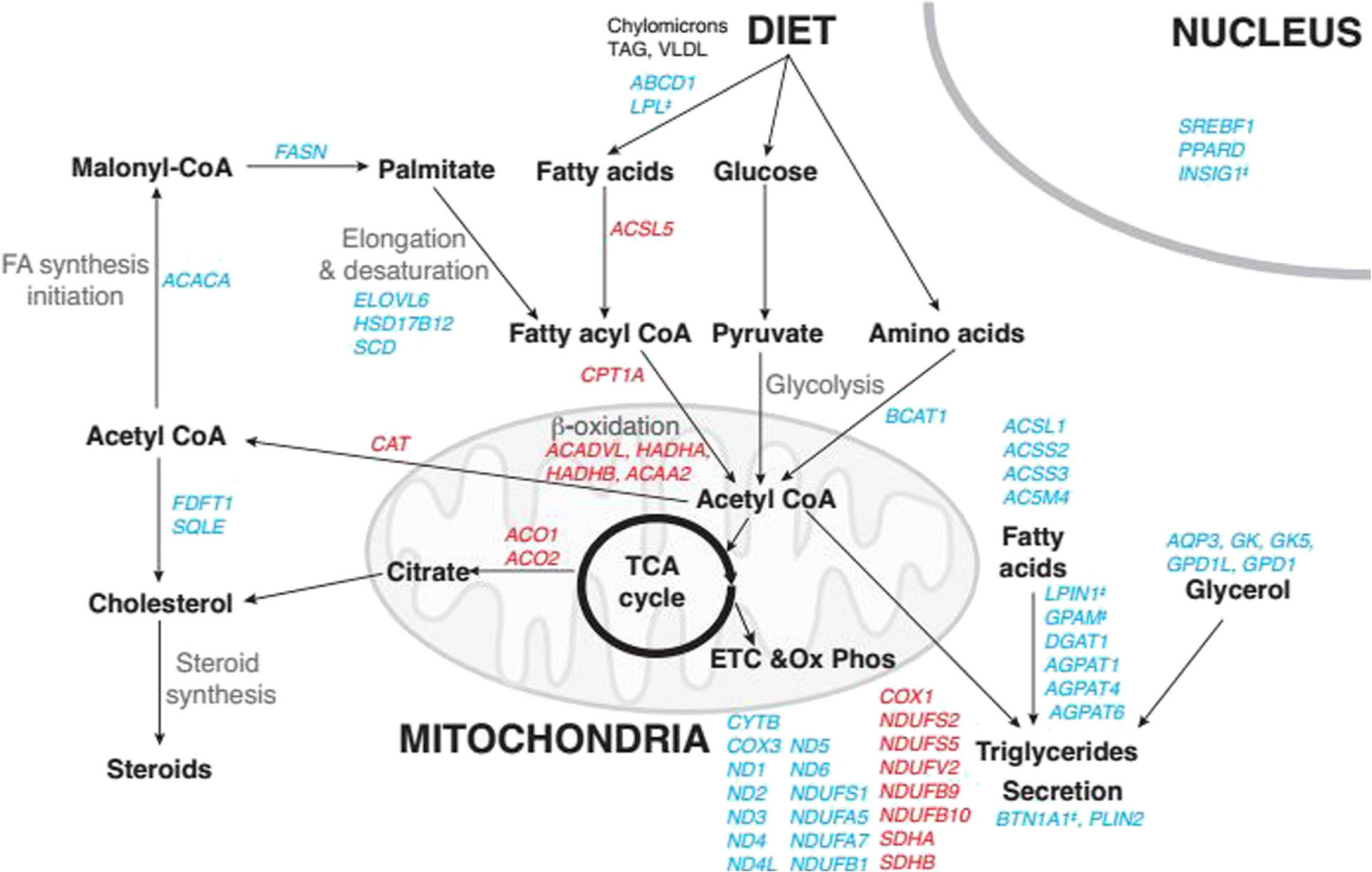
Fat metabolism genes are differentially regulated between late pregnancy and lactation. Model of the networks of genes potentially involved in the regulation of fat metabolism in the late pregnant (day 135 of pregnancy ± 2.4 SD, *n* = 27) and lactating (day 15 post-partum ± 1.27 SD, *n* = 18) ovine mammary gland, as measured by RNA-seq. Genes shown in red were more lowly expressed (RPKM *P* < 0.05, > 2-fold change in expression) during lactation, compared with late pregnancy, and were largely associated with fatty acid catabolism pathways. Genes shown in blue were more highly expressed (RPKM *P* < 0.05, > 2-fold change in expression) during lactation, compared with late pregnancy, and were largely associated with synthesis of fatty acids, triglycerides, cholesterol and steroids. Notes: double dagger denotes genes which had a >10-fold change in expression between late pregnancy and lactation

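More than 2-fold lower were 4 of the 8 red genes examined outside the respiratory chain, namely ACSL5, CPT1A, HADHA and HADHB (edgeR, adjusted p under 0.05). ACO1 was higher in lactation, at 185 ± 18.0 to 441 ± 23.2 CPM (ACO1 1.26 (7.5e-13)). It fell by 0.64 on the log2 scale with library size only, less than the median gene. It is also higher in lactation in the authors' deposited table, at 0.94.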

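Of the 26 tested synthesis genes drawn in blue, 22 rose more than 2-fold. The 4 below that were GK5 at 0.79, GPD1L at 0.84, GPD1 at 0.87 and PLIN2, with a largest adjusted p of 1.1e-04 (edgeR). No overlap between the states was seen for 25 of the 26.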

Genes involved in energy metabolism, particularly genes encoding components of the mitochondrial respiratory chain, were differentially, yet highly expressed during both late pregnancy and lactation, reflecting the high-energy demands of cellular division and growth during late pregnancy, milk synthesis and secretion during lactation (Fig. 4 and Additional file 5: Tables S5 and S6). 

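Respiratory chain genes drawn in blue were higher in lactation for 12 of 13 (edgeR, adjusted p under 0.05), with a median log2 change of 0.68. ND3 was not called at -0.20 (0.0535), and adjusted over the list alone it is called lower. Limma on quantile-normalized RPKM and the authors' deposited table call all 13 higher, ND3 at 0.28 in each. The highest was NDUFA5 at 1.47 (2.1e-11). The median was -1.22 with library size only, above that of all genes. Of the 8 genes drawn in red, 3 were lower (NDUFS5 -0.22, NDUFV2 -0.20 and NDUFB10 -0.16, largest adjusted p 0.0304), 1 was higher and 4 were not called, with a median of -0.11. In contrast, limma on quantile-normalized RPKM called all 8 lower, with a median of -0.40. The higher one was COX1, which rose from 9200.5 ± 549 to 15183 ± 1708 CPM (COX1 0.72 (2.8e-08)), while it fell by 1.18 on the log2 scale with library size only, and by 2.67 in the authors' deposited table. Its reads are 47.8% unique. Of 12 tested genes of the mitochondrial genome, 10 were higher and 2 not called, with a median of 0.71 under TMM and -1.20 with library size only. ATP8 had too few reads to be tested. The study's lists come from these libraries, so they are not independent evidence, and high expression in both states does not by itself measure energy use.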

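The amino acid biosynthesis cluster of Table S6 had 9 of 9 genes higher in lactation (edgeR, adjusted p under 0.05, the same adjusted over the list alone), with a largest adjusted p of 4.6e-06. Use of amino acids or fatty acids as fuel was not measured.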

Higher expression of genes involved in amino acid biosynthesis and amino acid catabolism during lactation (Additional file 5: Table S6) is consistent with sparing of fatty acids by switching to amino acids as substrates for energy generation, as seen in bovine mammary glands [58].

### Expression of genes involved in protein synthesis in the mammary gland

During both late pregnancy and lactation, we detected increased expression of genes associated with different aspects of protein synthesis. During late pregnancy, one of the most enriched categories of genes (functional annotation clustering enrichment score of 4.02) included genes involved in translation, translation elongation and translation initiation (Fig. 5 and Additional file 4: Table S5). 

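Of the 16 translation genes drawn in red in Fig. 5, 15 were lower in lactation and none was higher (edgeR, adjusted p under 0.05; the same when adjusted over the list alone, which the study chose on these libraries), with a median log2 change of -0.80. EIF1AX was not called, at -0.03 (0.679), while limma on quantile-normalized RPKM called all 16 lower. EIF3E changed most, by -1.33 (1.5e-13), and the elongation factors EEF1B2, EEF1D and EEF1G by -1.13, -1.04 and -1.01, with EEF2 at -0.28. No overlap between the states was seen for 13 of the 16. The paper proposes that these genes serve milk proteins made ahead of lactation, and adds that transcripts need not follow protein.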

Whilst the increased expression of mRNA transcripts does not necessarily reflect an increase in the levels of active protein, the large number of changes we observe in expression of genes involved in protein synthesis may reflect an increased translational requirement associated with milk proteins and enzymes being synthesised in preparation for lactation. Previous studies have also detected a decrease in expression of protein synthesis components (including genes involved in translational elongation) during lactation [43, 63]. It has been hypothesised that this down-regulation may be a mechanism for the mammary gland to prioritise translation of milk specific proteins [43] this may account for the significant changes seen in milk protein composition but only slight increases in milk protein synthesis in certain experimental regimes [64].

**Fig. 5:**
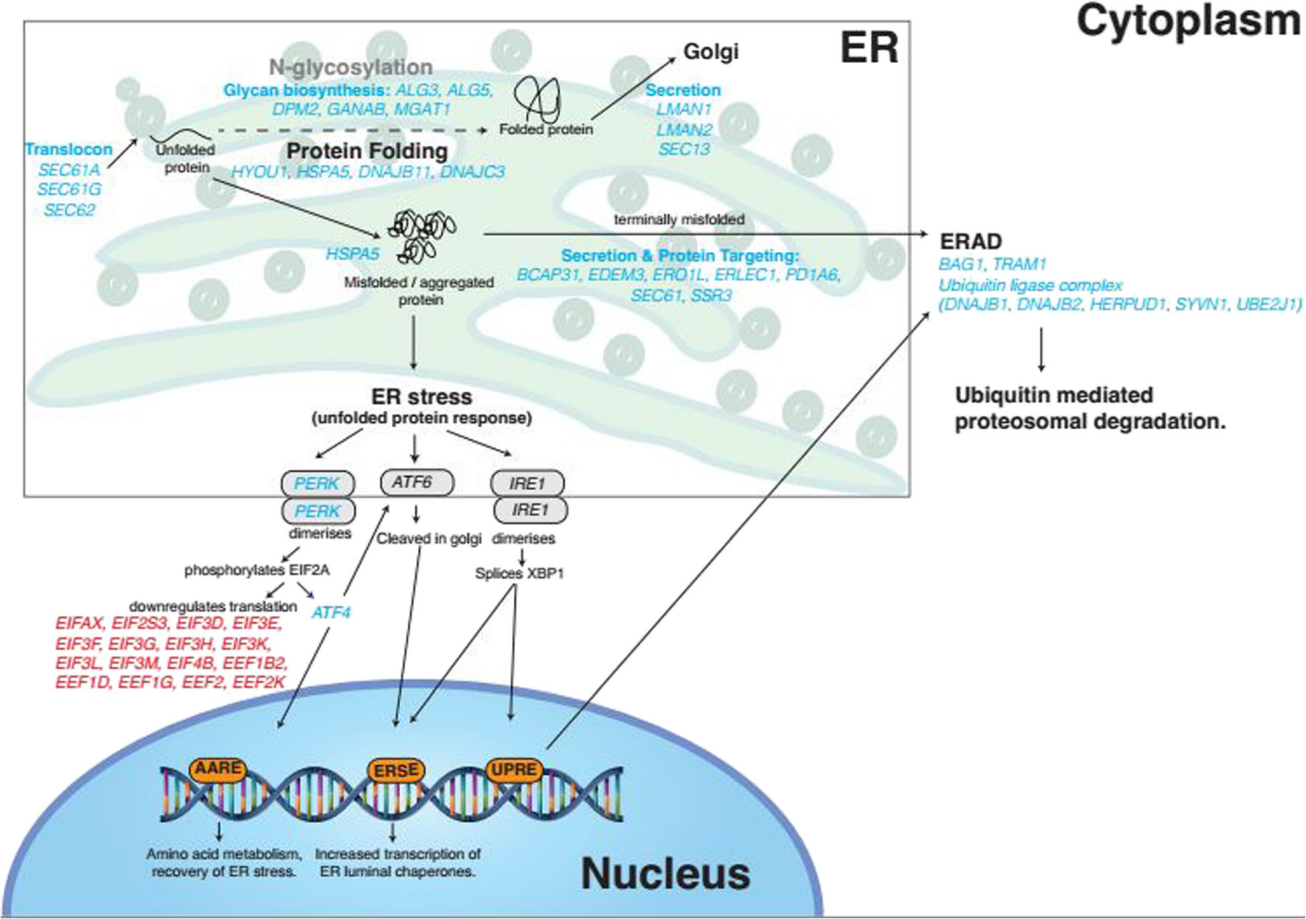
Genes involved in protein processing are differentially regulated between late pregnancy and lactation. Model of the networks of genes potentially involved in the regulation of protein processing in the late pregnant (day 135 of pregnancy ± 2.4 SD, *n* = 27) and lactating (day 15 post-partum ± 1.27 SD, *n* = 18) ovine mammary gland, as measured by RNA-seq. Genes shown in red, highlighted that protein translation was down-regulated (genes > 2-fold change in expression, RPKM *P* < 0.05) during lactation, compared with late pregnancy. Genes shown in blue highlighted that protein processing pathways, particularly the Endoplasmic Reticulum Associated Degradation (ERAD) and the unfolded protein response pathways, were enriched (genes > 2-fold change in expression, RPKM *P* < 0.05,) during lactation, compared with late pregnancy. Genes shown in black denotes no significant change in expression (RPKM *P* > 0.05) between late pregnancy and lactation

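Only 5 of the 16 red translation genes were more than 2-fold lower, namely EEF1B2, EEF1D, EEF1G, EIF3E and EEF2K (edgeR, adjusted p under 0.05).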

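All 30 protein processing genes drawn in blue were higher in lactation (edgeR, largest adjusted p 6.2e-06; the same adjusted over the list alone), 18 of them more than 2-fold, with a median log2 change of 1.05 and no overlap between the states for any. Scaled by library size only the median was -0.86, above that of all genes. As the study drew the genes on the same libraries, this is not independent evidence. In the degradation pathway, ERO1L rose by 2.51 (2.6e-14), EDEM3 by 1.80 (5.7e-13), SYVN1 by 1.67 (7.1e-13) and HERPUD1 by 0.94 (7.1e-07).

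**Figure D5:**
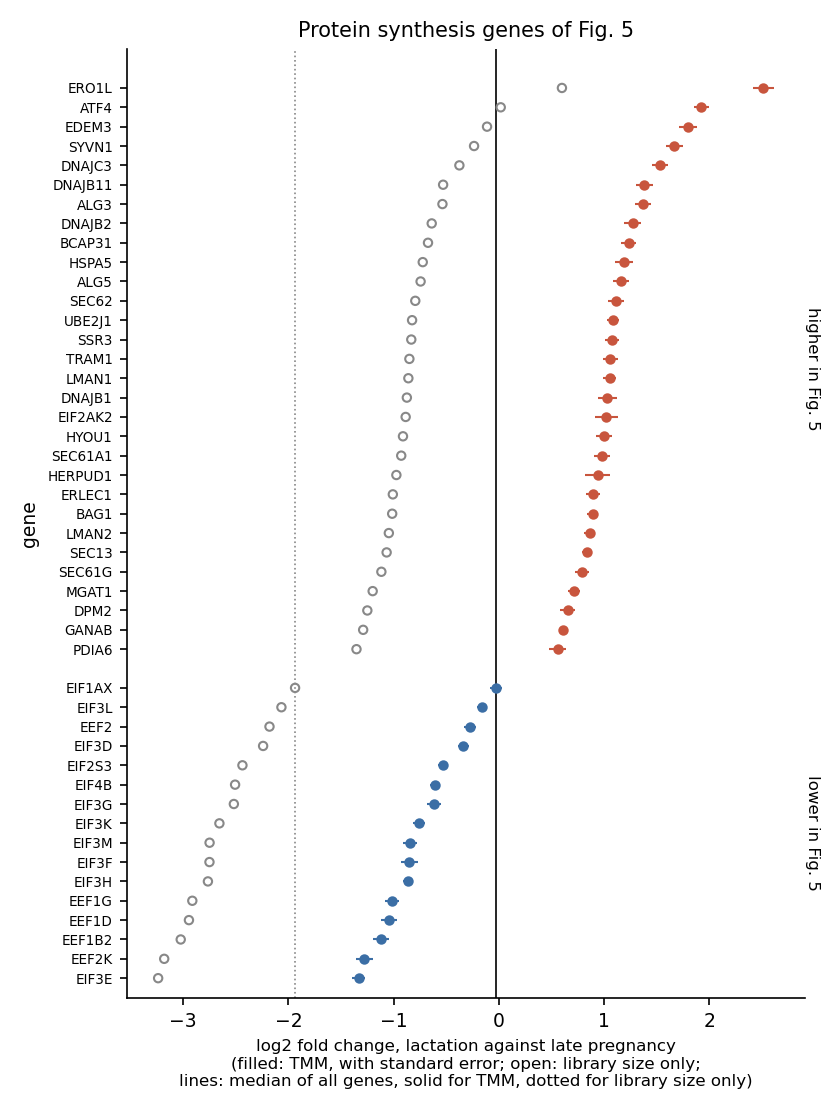
Log2 change of lactation over late pregnancy (x axis) of the translation and protein processing genes of Fig. 5 (y axis), n = 9 and 6 libraries. Filled points are TMM values with standard errors, open points library size only, and lines the medians of all genes (solid TMM, dotted library size only). All 30 processing genes lie right of the solid line and 15 of 16 translation genes are called to its left.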

In rodents, the JAK2-STAT5 pathway plays an essential role in mediating expression of milk-protein genes and expression of STAT5 genes increases during lactation in response to stimulus from lactogenic hormones. In cows, however, JAK2-STAT5 signalling appears to have only a limited role in milk-protein synthesis [43]. 

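STAT5A was at 189.9 ± 11.6 to 149 ± 14.0 CPM from late pregnancy to lactation, a log2 change of -0.35 (edgeR, adjusted p 3.8e-05) or 1.27-fold lower, and STAT5B at 122 ± 8.01 to 98.5 ± 8.69 CPM, -0.31 (1.3e-04) or 1.24-fold lower. With limma on quantile-normalized RPKM the folds were 1.54 and 1.40. STAT5A and STAT5B both lie on chromosome 11 and have 82.7 and 89.8% unique reads. JAK2 rose from 19.8 ± 2.61 to 39.6 ± 6.78 CPM (JAK2 0.99 (4.1e-08)), though with library size only it fell by 0.92 on the log2 scale. Together with ELF5 the 4 genes gave 2 lower and 2 higher, with a median of 0.25, and -1.65 with library size only. Protein activation was not measured.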

In the present study, we detected higher expression of STAT5 genes (*STAT5A* and *STAT5B*: 1.5 and 1.4 fold, respectively, FDR *P* < 0.01) during late pregnancy, compared with lactation in sheep, which may be related to the role of STAT5 in mammary growth [29, 65, 66] as well as induction of milk-protein gene transcription. The lower expression of STAT5 during lactation, despite the dramatic increase in expression of major milk-protein genes, may indicate that, similarly to cows [43], STAT5 may not play a central role in regulating milk-protein synthesis during lactation in sheep. However, it is important to consider that regulation of STAT5 activity is predominantly through protein activation [67, 68]. Bionaz and Loor [43] suggested a possible role of STAT5 in regulating milk-protein synthesis through the E74-like factor 5 transcription factor, encoded by the *ELF5* gene. 

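ELF5 (chromosome 15, 63218968 to 63251053) was at 629 ± 31.7 to 1099.8 ± 54.7 CPM from late pregnancy to lactation, a log2 change of 0.81 (edgeR, adjusted p 2.4e-11) or 1.75-fold, without overlap. With limma on quantile-normalized RPKM the fold was 2.22, and with library size only ELF5 fell by 1.10 on the log2 scale, less than the median gene. A change of the transcript does not show which genes the factor regulates.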

Consistent with this, expression of *ELF5* was increased during lactation (2.2 fold, FDR *P* < 0.001) in the present study, demonstrating a role of ELF5 and possibly STAT5 in transcriptional regulation of milk protein synthesis in the sheep.

Our data showed that during lactation there was also enrichment of post-translational processing of proteins, such that there was higher expression of genes in the unfolded protein response (UPR) pathway in the endoplasmic reticulum (ER) (e.g., *ATF4* transcription factor and *EIF2AK2*, also known as *PERK*) and the ER-associated degradation (ERAD) pathway, which are activated as a quality control during high levels of protein synthesis (Fig. 5). 

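ATF4 rose in lactation from 178 ± 13.6 to 675 ± 80.9 CPM (ATF4 1.92 (7.3e-15), edgeR log2 change and adjusted p) and EIF2AK2 from 9.50 ± 1.53 to 19.4 ± 2.29 CPM (EIF2AK2 1.02 (8.9e-08)). PERK is the product of EIF2AK3, and EIF2AK2 encodes a different kinase of the same protein family. EIF2AK3 rose from 35.4 ± 2.54 to 62.8 ± 6.24 CPM (EIF2AK3 0.83 (4.0e-10)). EIF2AK2 and EIF2AK3 fell by 0.89 and 1.08 on the log2 scale with library size only. The 7 genes of this response named in the text were all higher, with a median of 1.27 and -0.64 with library size only, the same when adjusted over the list alone. EIF2AK3, ATF6 (0.60, 4.2e-05) and ERN1 (0.60, 0.00125) had a median of 0.60, and -1.30 with library size only. XBP1 was not analysed here.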

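HSPA8 rose in lactation from 692 ± 81.3 to 1692 ± 174 CPM (HSPA8 1.29 (1.9e-11), edgeR log2 change and adjusted p), HSPA5 from 265 ± 32.2 to 605 ± 76.0 (HSPA5 1.19 (1.4e-10)), DNAJB2 from 20.2 ± 1.65 to 48.8 ± 7.58 (DNAJB2 1.27 (3.2e-11)) and DNAJC3 from 34.7 ± 2.93 to 101 ± 12.4 (DNAJC3 1.53 (3.6e-13)). HYOU1 rose from 60.5 ± 5.22 to 121 ± 15.5 CPM (HYOU1 1.00 (2.3e-10)). None overlapped between the states. Scaled by library size only, these 5 fell by 0.61, 0.72, 0.64, 0.38 and 0.91 on the log2 scale, each by less than the median gene.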

Genes encoding molecular chaperones (e.g., *HSPA8*, *HSPA5*, *DNAJB2* and *DNAJC3*) were more highly expressed in the lactating mammary gland along with genes encoding members of the HSP70 family (genes listed in Additional file 5: Table S6), which are activated at the transcriptional level by endoplasmic stress. In addition to their more traditional molecular chaperone role regulating protein folding and processing, heat shock proteins (HSPs) are also thought to have functions in immunity, inflammation and suppression of apoptosis [69]. HSPA5 and HYOU1 may function in angiogenesis in the mammary gland through promoting VEGF processing and signalling (via MAPK) inducing endothelial cell proliferation [69]. These genes may be useful targets for enhancing blood flow, and thus, nutrient supply to the mammary gland for milk production.

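Across the 9 genes of the amino acid biosynthesis cluster of Table S6 the edgeR log2 changes ran from 0.86 to 3.46, with a median of 1.37, and 8 were more than 2-fold higher. Their median with library size only was -0.54, above that of all genes. Transporters of amino acids were not analysed here as a list.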

Genes associated with biosynthesis and transport of amino acids were more highly expressed in the ovine mammary gland during lactation, compared with late pregnancy (Additional file 5: Table S6). Supplementation of amino acids can improve milk production [70, 71] and bioavailability of amino acids, particularly lysine and methionine, and their rate of transport into MECs can be a major limiting factor for milk protein synthesis. Thus, in addition to amino acid supplementation, targeted expression and translation of amino acid transporter genes may be a useful intervention to improve milk protein synthesis and potentially promote synthesis of specific milk proteins.

### Mechanisms of transcriptional regulation: hormones and epigenetics

It is apparent that coordinated shifts in gene expression govern the switch from proliferation and differentiation to secretion in the mammary gland. These changes must be regulated by mechanisms acting at a higher level, such as endocrine and/or epigenetic regulation. The role of hormones and growth factors in the mammary gland is well known [29, 31–33], and there is growing interest in the role of epigenetics in mammary development and lactation [12, 72–74].

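The hormone response cluster of Table S5 had 51 of 53 genes lower in lactation and 1 higher (edgeR, adjusted p under 0.05), 25 of the lower ones more than 2-fold, with a median log2 change of -0.96. That of Table S6 had 55 of 56 tested genes higher, 42 of them more than 2-fold, with a median of 1.43, and -0.46 with library size only. Both clusters come from the study's calls on these libraries and are not independent evidence.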

During both late pregnancy and lactation there was enrichment of genes associated with hormone-signalling pathways (genes listed in Additional file 4: Tables S5 and S6). Genes associated with oestrogen and corticosteroids in particular, were more highly expressed during late pregnancy compared with lactation; however, expression of genes encoding the hormones and hormone receptors themselves did not generally differ. Putative oestrogen responsive genes have been identified in the mammary gland of cattle [75], but we do not see a clear pattern of expression of these genes in our dataset; with seven out of 70 oestrogen responsive genes being more highly expressed in late pregnancy and ten out of 70 more highly expressed during lactation. This may reflect species-specific differences in genes that are responsive to oestrogen, or may reflect the complexity of oestrogen signalling to the mammary gland [31]. Similarly we did not see a clear pattern of expression associated with glucocorticoid exposure [76].

Genes associated with growth factor activity, such as IGF binding proteins two, four and seven, and V-Erb-B2 Avian Erythroblastic Leukemia Viral Oncogene Homolog 2 (*ERBB2*), which encodes a member of the epidermal growth factor (EGF) family also known as HER2, were more highly expressed during late pregnancy. Both the IGFs and EGFs are potent mitogens and have been implicated in mediating hormone effects on mammary growth [65, 77].

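IGFBP2 fell in lactation from 24.3 ± 3.46 to 6.63 ± 2.93 CPM (IGFBP2 -1.81 (3.5e-08), edgeR log2 change and adjusted p), IGFBP4 from 12.6 ± 2.09 to 8.33 ± 1.45 (IGFBP4 -0.58 (6.0e-04)), IGFBP7 from 32.9 ± 5.25 to 26.2 ± 4.26 (IGFBP7 -0.32 (0.0169)) and ERBB2 from 97.7 ± 11.3 to 61.6 ± 5.42 (ERBB2 -0.66 (2.4e-07)). The median of the 4 was -0.62, and all 4 were also called when adjusted over the list alone. IGFBP4 and IGFBP7 overlapped between the states. The call of IGFBP7 rests on 1 library: without lactation pool LM1 its change was -0.24 (adjusted p 0.0588). ERBB2 encodes a receptor of the epidermal growth factor receptor family.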

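ESR1, ERBA BETA1, GHR, IRS1, NR3C1, NR3C2, TGFBR1 and PTH-RP were all higher in lactation, all more than 2-fold and without overlap between the states, with a median log2 change of 1.35 (edgeR, largest adjusted p 6.2e-09; the same 8 when adjusted over the list alone). ERBA BETA1 rose from 5.50 ± 0.737 to 13.6 ± 1.12 CPM (ERBA BETA1 1.29), GHR from 5.06 ± 0.770 to 12.9 ± 1.37 (GHR 1.35), IRS1 from 14.1 ± 1.78 to 59.2 ± 5.12 (IRS1 2.08), NR3C1 from 21.9 ± 2.97 to 49.7 ± 5.56 (NR3C1 1.18), NR3C2 from 32.4 ± 3.58 to 80.5 ± 8.88 (NR3C2 1.31), TGFBR1 from 8.15 ± 1.70 to 20.7 ± 2.38 (TGFBR1 1.35) and PTH-RP, the hormone related to parathyroid hormone, from 8.14 ± 2.66 to 123 ± 30.4 (PTH-RP 3.93). The median with library size only was -0.56. ERBA BETA1, GHR, NR3C1, NR3C2 and TGFBR1 fell by 0.61, 0.56, 0.73, 0.59 and 0.56 on the log2 scale, while ESR1, IRS1 and PTH-RP still rose.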

A number of genes encoding hormone receptors were found to be more highly expressed during lactation, e.g., oestrogen type 1 receptor (*ESR1*), thyroid hormone receptor (*ERBA BETA1*), growth hormone receptor (*GHR*), insulin receptor substrate 1 (*IRS1*), glucocorticoid receptor subfamily 3, group c, members 1 and 2 (*NR3C1* and *NR3C2*), transforming growth factor beta receptor type 1 (*TGFBR1*), as well as parathyroid hormone-related protein (*PTH*-*RP*), indicating there may be increased sensitivity of the mammary gland to these hormones during lactation. Many of these encode receptors that mediate the effects of lactogenic and galactopoietic hormones (e.g., insulin, GH and glucocorticoids) and are important for the initiation and maintenance of milk production [33, 65].

In addition to regulation of transcription by hormones, the transcriptional potential of cells in the mammary gland may be influenced by epigenetics. A sub-set of differentially expressed genes, more highly expressed during late pregnancy, were associated with chromosome and chromatin organisation (genes listed in Additional file 5: Table S5). 

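In the chromosome cluster of Table S5, 27 of 28 genes were lower in lactation and none higher (edgeR, adjusted p under 0.05; the same adjusted over the list alone), 16 of them more than 2-fold, with a median log2 change of -1.18. The study drew these genes from its calls on the same libraries, so this is not independent evidence.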

While many of these genes may simply be related to cell division (chromosome replication and segregation) during the mammary growth phase, some may be involved in epigenetic regulation of gene expression. Alterations to the structure of chromatin can influence the recruitment of transcription factors to DNA, which may impact upon the expression of genes. 

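CENPA fell in lactation from 12.7 ± 3.19 to 0.582 ± 0.341 CPM (CENPA -4.38 (7.3e-11), edgeR log2 change and adjusted p), H3F3B from 348 ± 17.2 to 279 ± 27.3 (H3F3B -0.32 (8.6e-05)), HDAC2 from 43.1 ± 2.22 to 23.6 ± 1.22 (HDAC2 -0.87 (1.9e-11)) and CBX3 from 94.9 ± 4.23 to 71.2 ± 5.22 (CBX3 -0.42 (5.2e-07)). H3F3A, at 265 ± 7.29 to 258 ± 16.7 CPM, was not called (H3F3A -0.04 (0.463)), while limma on quantile-normalized RPKM gave -0.45 (adjusted p 3.7e-09), and its reads are 67.3% unique. The median of the 5 was -0.42, and only CENPA changed more than 2-fold.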

Differentially expressed genes which were associated with chromatin remodelling included: *CENPA*, *H3F3A* and *H3F3B* which encode variants of the histone H3 protein, *HDAC2*, a histone deacetylase associated with transcriptional repression of genes, and *CBX3* (chromobox homolog 3), which has recently been shown to bind to gene bodies and play a role regulating genes, such as cell cycle associated genes, through transcriptional regulation, RNA processing and alternative splicing [78]. Additionally, another set of genes more highly expressed during late pregnancy were associated with RNA splicing (e.g., *HNRNPA3*, *HNRNPM*, *HNRNPF*, *HNRNPU*, *HNRNPH3*, *HNRNPD*, *HNPNPA0* and *CD2BP2*). 

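Of these 8 splicing genes, 5 were lower in lactation and 3 were not called (edgeR, adjusted p under 0.05; the same adjusted over the list alone), with a median log2 change of -0.24. The lower ones were HNRNPM -0.23 (7.9e-05), HNRNPF -0.25 (2.8e-04), HNRNPD -0.37 (3.6e-05), HNRNPA0 -0.71 (3.1e-07) and CD2BP2 -0.56 (1.6e-07). HNRNPA3, at 88.2 ± 7.06 to 87.6 ± 8.18 CPM, and HNRNPU, at 244 ± 6.24 to 244 ± 11.3 CPM, had adjusted p of 0.879 and 0.947, and HNRNPH3, at 119 ± 4.98 to 111 ± 8.99 CPM, was not called either. Without lactation pool MM2, HNRNPH3 was called at -0.14 (adjusted p 0.0267). Limma on quantile-normalized RPKM called all 8 lower, with a median of -0.50, and put HNRNPU at -0.26. HNRNPU fell by 1.90 on the log2 scale with library size only, close to the median gene.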

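Runs of 5 consecutive tested genes on a chromosome with at least 4 called lower in lactation formed 352 neighbourhoods, against 294.3 on average when the calls were shuffled over the gene order, a ratio of 1.20. For genes called higher in lactation there were 327 against 247.6, a ratio of 1.32. A permutation test with 10000 draws gave p = 0.0001 for both, the smallest value it allows. With 4703 and 4419 genes called, most of these runs come from chance, so the excess is the result. The stricter alternatives moved the ratio most, as genes changed more than 2-fold gave 38 neighbourhoods against 10.9 and 17 against 2.92. Runs of 5 of 5 gave 85 against 45.8 and 63 against 34.7, windows of 7 genes with at least 5 gave 260 against 227.9 (permutation p = 0.0009) and 246 against 187.8, and an adjusted p under 0.01 gave 247 against 183.2 and 237 against 171.04. On the calls of the authors' deposited table there were 18 against 6.46 (permutation p = 0.0002) and 14 against 2.87. Of the 18 genes listed for late pregnancy in Table S9, 17 were lower in lactation with a median log2 change of -1.18, and all 24 tested of those listed for lactation were higher, with a median of 1.65 and -0.26 with library size only. Table S9 was chosen on these libraries and is not independent evidence. Neighbours can be called together for several reasons, and chromatin was not measured.

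**Figure D6:**
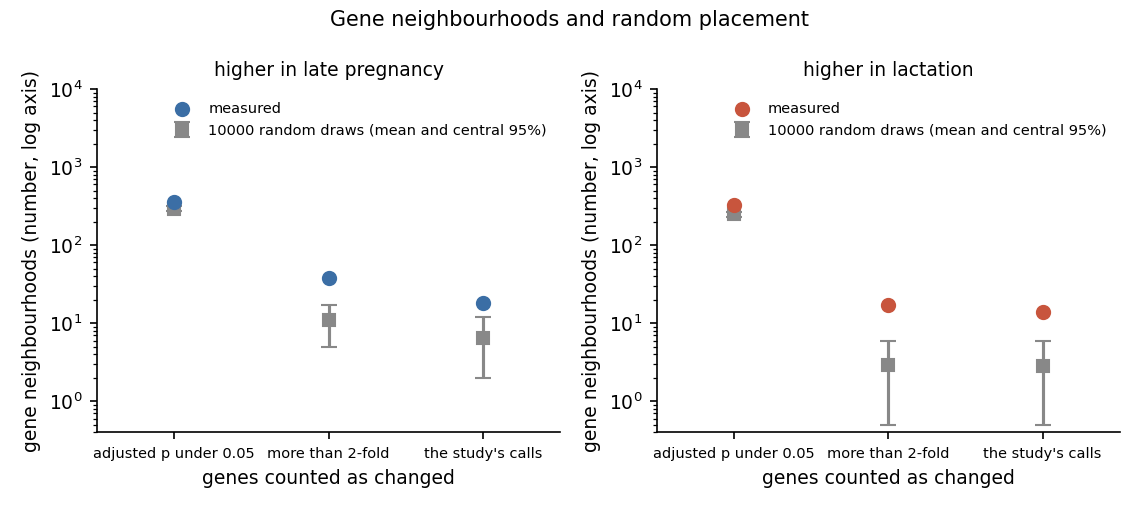
Number of neighbourhoods (y axis, log scale) for genes higher in late pregnancy and in lactation, with called genes, genes changed more than 2-fold and the study's calls (x axis). Coloured points are measured counts and grey marks the mean and central range of 10000 shuffles, with a lower end of 0 drawn at 0.5. Every count lies above its range, as 352 does over 272 to 316.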

We also identified a small, but significant (*p* = 0.03 for late pregnancy, *p* = 7.6 × 10^−3^ for lactation), number of gene clusters or “gene neighbourhoods” in our sets of differentially expressed genes (Additional file 7: Table S9). These clusters may function as chromatin domains or gene neighbourhoods that may be epigenetically regulated [79]. Collectively, these results may indicate a coordinated role for genes involved in chromatin remodelling and RNA splicing in the transcriptional regulation of the mammary gland during the transition period from late pregnancy to lactation.

## Conclusions

This is the first study on the global expression profile of the ovine mammary gland during late pregnancy and lactation. 

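Beside the adjusted p, a change of more than 2-fold was reached by 2955 of the called genes, 1736 lower (58.7%) and 1219 higher. These counts depend on the scale more than the calls do: 1506 genes passed with limma on quantile-normalized log2 RPKM plus 1, 1580 with at least 10 reads in every library, 3142 with upper quartile scaling and 12154 with library size only. The share of these genes that was lower in lactation moved as well. It was 47.3% with at least 10 reads in every library and 50.5% with limma. Upper quartile scaling put 68.5% of them lower and library size only 98.2%. Leaving out 1 library at a time left 8891 to 9049 called genes. The libraries with lane 7 in their column name called 6914 alone and those with lane 8 called 7764.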

We demonstrated that 27 % of genes expressed in the ovine mammary gland are differentially expressed between late pregnancy and lactation. Our findings indicated a strong transcriptional regulation of cell proliferation, lipid metabolism and protein translation and processing, such that expression of genes involved in cell cycle, translation and fatty acid catabolism were down-regulated, while expression of genes involved in fatty acid and amino acid biosynthesis and transport, lipogenesis, and protein processing, were up-regulated during lactation. Furthermore, hormones and growth factors, signalling pathways, e.g. JAK-STAT, SREBF and PPARD, and epigenetic regulation were highlighted as having a potential key role in mediating the adaptive transcriptional changes undertaken by the ovine mammary gland to support lactation. The identification of enriched genes and pathways in the present study will provide a platform for future research into the management of mammary development, function and disease.

## Additional files

Additional file 1: Table S1. Summary of RNA-seq reads and mapping statistics for each sample. (DOCX 59 kb) Additional file 2: Table S2. RNA-seq data for genes more highly expressed during late pregnancy. Table S3: RNA-seq data for genes more highly expressed during lactation. (XLSX 1006 kb) Additional file 3: Figure S1. And supplementary text showing similarity between the RNA-seq samples using principle components analysis (PCA) and heatmaps. (DOCX 243 kb) Additional file 4:
**Supplementary text detailing RT-qPCR validation of the RNA-seq data.** **Table S4.** Candidate genes measured by RT-qPCR in late pregnant and lactating ovine mammary tissue. **Figure S2.** Correlation of RNA-seq and RT-qPCR gene expression data in the ovine mammary gland. (DOCX 213 kb) Additional file 5: Table S5. Gene ontology functional annotation clusters enriched in the ovine mammary gland during late pregnancy. **Table S6.** Gene ontology functional annotation clusters enriched in the ovine mammary gland during lactation. (XLSX 64 kb) Additional file 6: Table S7. Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways enriched in the ovine mammary gland during late pregnancy. Table S8: Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways enriched in the ovine mammary gland during lactation. (XLSX 38 kb) Additional file 7: Table S9. And supplementary text detailing the analysis used to identify clusters of differentially expressed genes in the ovine genome. (DOCX 114 kb) Additional file 8:
**Comparison of two approaches to identify differentially expressed genes during the transition from late pregnancy to lactation; CLC genomics and EdgeR.**

# Supplementary material for: Functional development of the adult ovine mammary gland—insights from gene expression profiling
**Source:** BMC Genomics. 2015 Oct 5;16:748. doi: 10.1186/s12864-015-1947-9
**Supplement:** Additional file 1: Table S1. — Summary of RNA-seq reads and mapping statistics for each sample.

## Table S1 – Summary of RNA-seq reads and mapping statistics for each sample.

| Sample ID^1^ |  | Physiological state | Total number of paired end reads | % mapping |
| --- | --- | --- | --- | --- |
| LP1 |  | Late Pregnancy | 46,564,268 | 76.19 |
| LP2 |  | Late Pregnancy | 21,764,810 | 75.63 |
| LP3 |  | Late Pregnancy | 28,494,084 | 75.82 |
| LP4 |  | Late Pregnancy | 46,964,368 | 75.79 |
| LP5 |  | Late Pregnancy | 37,729,898 | 76.11 |
| LP6 |  | Late Pregnancy | 29,126,802 | 75.66 |
| LP7 |  | Late Pregnancy | 57,023,110 | 75.25 |
| LP8 |  | Late Pregnancy | 54,432,958 | 75.93 |
| LP9 |  | Late Pregnancy | 51,655,012 | 75.10 |
| L1 |  | Lactation | 29,123,882 | 77.67 |
| L2 |  | Lactation | 35,132,680 | 84.89 |
| L3 |  | Lactation | 64,969,270 | 84.41 |
| L4 |  | Lactation | 55,143,000 | 84.77 |
| L5 |  | Lactation | 45,849,024 | 84.17 |
| L6 |  | Lactation | 32,007,694 | 84.43 |

åß

Samples consisted of pools of RNA derived from three individuals.

# Supplementary material for: Functional development of the adult ovine mammary gland—insights from gene expression profiling
**Source:** BMC Genomics. 2015 Oct 5;16:748. doi: 10.1186/s12864-015-1947-9

## Additional file 3: Analysis of variation between and within treatment groups using principle components analysis (PCA) and clustered heat maps.

Principal components (PCA) and heat map analyses were performed to evaluate general patterns of variation in gene expression between treatment groups. PCA was carried out using the 5000 genes that showed the most variance in the RNA-seq analysis using the prcomp function within the R-statistical environment (Fig. S1a). Principal components (PC) analysis showed that 85.7% of the variation in gene expression between groups is explained by 2 principal components, with 83.2% of the variance explained by PC1 and only 2.5% by PC2. PC1 separates samples based on physiological state, late pregnancy and lactation. This suggests that the majority of variation in gene expression between the samples arises from the time that the mammary biopsies were collected and reflects the physiological status of the mammary gland, rather than other influences such as genetic background.

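On log2(CPM + 1) of the 5000 genes with the most variance, PC1 held 86.1% of the variance and PC2 2.05%, 88.1% together. PC1 scores ran from -42.2 to -31.9 in late pregnancy (n = 9) and from 49.4 to 59.9 in lactation (n = 6), so the states were apart by more than the spread within either. The scale of the values moved the share of PC1 most among the planned choices, to 96.7% with log2 RPKM plus 1, while all genes gave 78.5% and scaled genes 76.2%. On log2 quantile-normalized RPKM plus 1 the share was 84.1%, and the states were separate on PC1 each time.

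**Figure D7:**
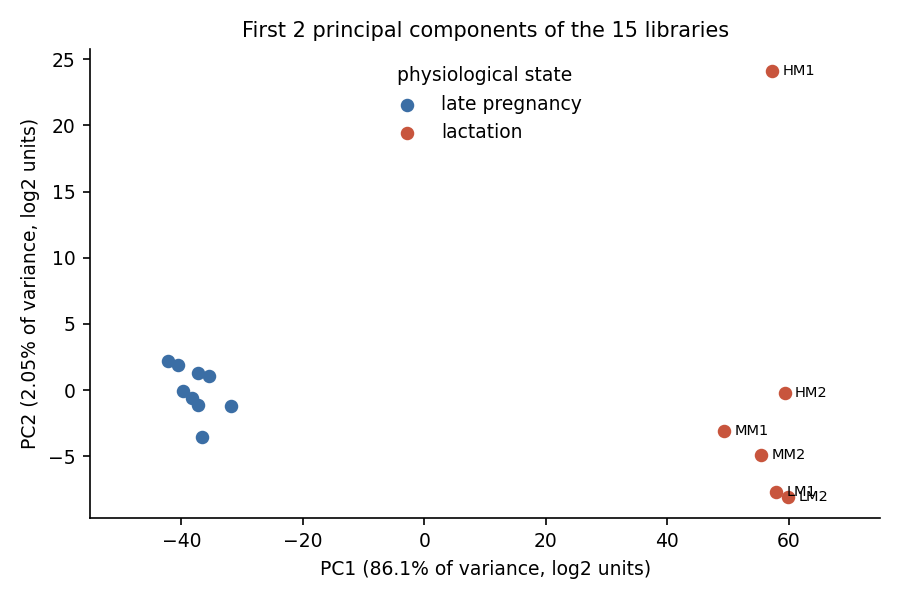
Scores on PC1 (86.1% of variance, x axis) and PC2 (2.05%, y axis) of the 15 libraries, from log2(CPM + 1) of the 5000 most variable genes. Points are libraries coloured by state, with lactation pools labelled. The states separate on PC1, and the highest PC2 score, 24.1, belongs to lactation pool HM1.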

A Euclidean distance matrix was calculated between samples (calculated from log transformed total gene reads using the dist function in R) and displayed as a heatmap (Fig. S1b). This analysis demonstrates that samples within a particular physiological state (late pregnancy or lactation) are more similar to each other in terms of gene expression than comparisons between physiological states. This is consistent with the PCA analysis and suggests that the majority of variation observed in gene expression profiles is related to the physiological state of the mammary gland.

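On log2 reads of whole genes plus 1, without any scaling, Euclidean distances had a median of 105.0 within late pregnancy (36 pairs, 81.3 to 202), 118 within lactation (15 pairs, 90.6 to 185) and 247 between the states (54 pairs, up to 368). The ranges overlap, and unscaled reads also carry the depth of each library.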

Heatmap analysis was also performed using RPKM values of the differentially expressed genes identified using CLC Genomics Workbench (Fig. S1c). This analysis demonstrates clear differences in the patterns of expression between late pregnancy and lactation, with a general trend towards very high levels of expression in late pregnancy and down regulation during lactation.

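The trend in a heat map of RPKM depends on what the reads are divided by. Of 2723 tested genes called in the authors' deposited table, 1801 kept their direction when edgeR was run with library size only, the scaling closest to RPKM, and 770 were called in the opposite direction. Under TMM 2627 kept their direction.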

## Figure S1 – Variation between and within RNA-seq samples. A) Principle components analysis of gene expression (using the 5000 most variable genes in the RNA-seq data) in mammary biopsies obtained during late pregnancy (orange) and lactation (green). B) Heatmap based on Euclidian distances between samples. Each row is an individual sample. C) Heatmap based on similarity of gene expression profiles between samples. Each row is an individual gene included in this analysis.

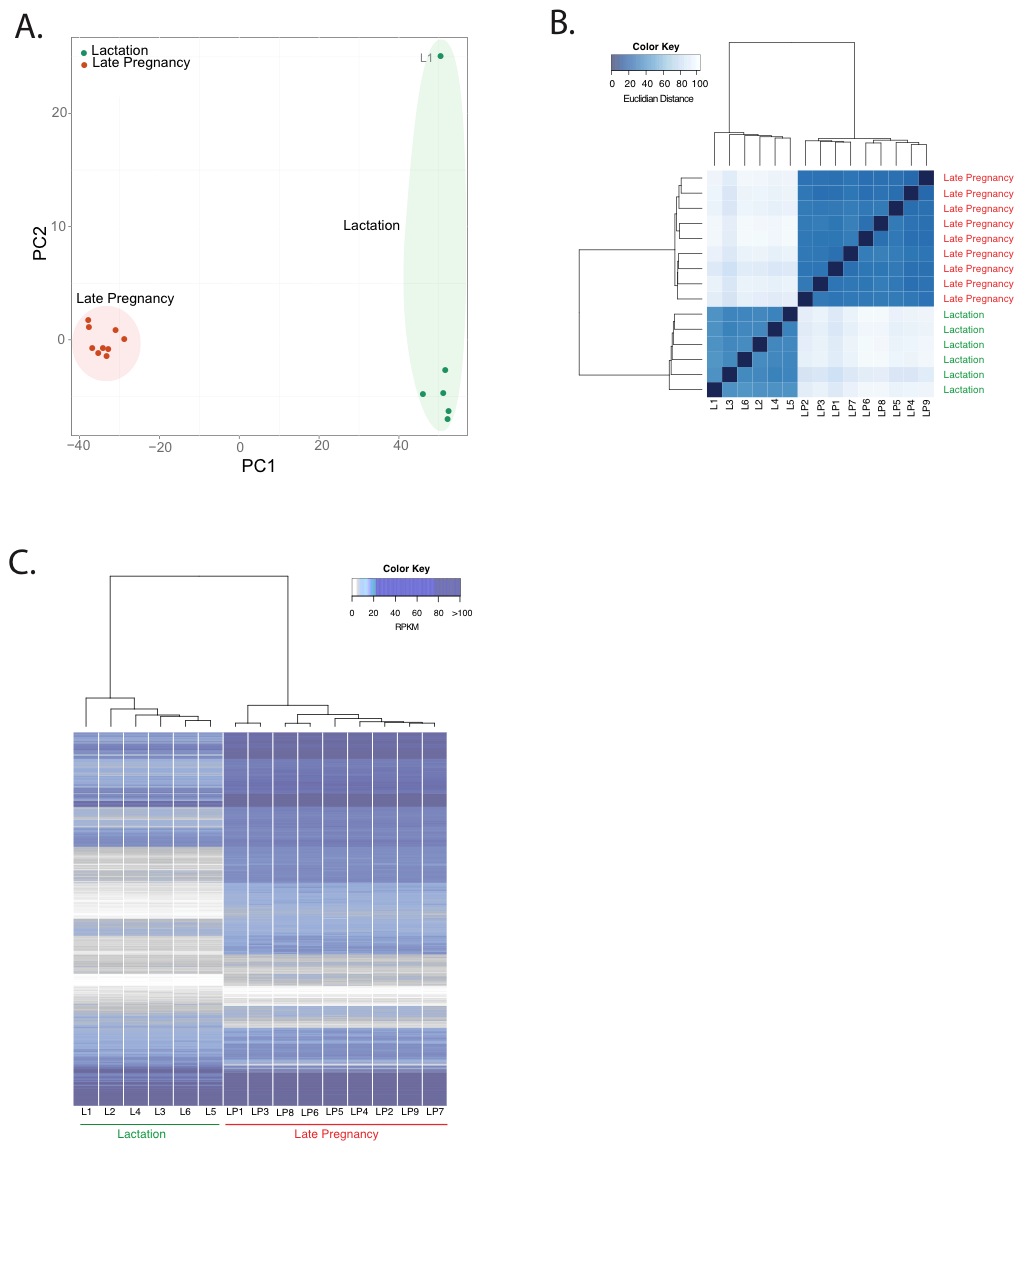

**Supplement:** Additional file 3: Figure S1. — And supplementary text showing similarity between the RNA-seq samples using principle components analysis (PCA) and heatmaps.

# Supplementary material for: Functional development of the adult ovine mammary gland—insights from gene expression profiling
**Source:** BMC Genomics. 2015 Oct 5;16:748. doi: 10.1186/s12864-015-1947-9
**Supplement:** Additional file 4: — Supplementary text detailing RT-qPCR validation of the RNA-seq data. Table S4. Candidate genes measured by RT-qPCR in late pregnant and lactating ovine mammary tissue. Figure S2. Correlation of RNA-seq and RT-qPCR gene expression data in the ovine mammary gland.

## Additional file 4: Validation of differential gene expression by reverse transcription quantitative PCR (RT-qPCR)

To ensure accuracy of RNA-seq data, validation of gene expression results was conducted using reverse-transcription quantitative PCR (RT-qPCR) [1, 2]. A subset of 18 genes (Table S2) identified as differentially expressed by RNA-seq, and wide-ranging in expression levels, were confirmed by correlation with RT-qPCR analysis. 

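Of the 18 genes listed for RT-qPCR, 7 were lower and 6 higher in lactation and 5 were not called (edgeR, adjusted p under 0.05; the same adjusted over the list alone), with a median log2 change of -0.22 and one of -2.13 with library size only. The 18 include the reference genes PRPF3 and CUL1, which are 2 of the 6 higher. In the authors' deposited table 2 are called lower and 3 higher. The list holds FLT4 -0.50 (0.0569), FYN -1.14 (2.5e-08), MAP4K1 -0.86 (7.9e-04), TGFBI -1.16 (1.2e-05), THBS4 -1.25 (2.3e-05), NUMBL -0.28 (0.256) and VEGFC 0.15 (0.437), among others. The RT-qPCR measurements were not analysed here.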

Previously identified reference genes (*PRPF3* and *CUL1* [3]) were used to normalise RT-qPCR data.

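In the sequencing data PRPF3 and CUL1 rose slightly in lactation, from 34.4 ± 0.840 to 42.5 ± 3.89 CPM (PRPF3 0.30 (4.7e-05), edgeR log2 change and adjusted p) and 29.3 ± 1.28 to 34.6 ± 2.06 CPM (CUL1 0.23 (4.2e-04)). With library size only they fell by 1.61 and 1.67 on the log2 scale. Limma on quantile-normalized RPKM gave 0.14 and 0.11.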

RT-qPCR reactions were carried out on a Bio-Rad C1000 Thermal cycler (Bio-Rad CFX96 Real-Time System) using SsoFast EvaGreen Supermix (BioRad) with 10 x diluted cDNA template and 300 nM of oligonucleotide primers. The following PCR program was used: 1min initial incubation at 95°C, followed by 40 cycles of 5 seconds at 95°C, and 30 seconds at 60°C. On completion, the reactions were held at 95°C for 10 seconds, reduced to 65°C and incrementally raised by 0.5°C until reaching 95°C for a melt curve analysis. Reactions were carried out in duplicate for each sample to minimise effects of technical errors.

Expression levels of both the RT-qPCR and RPKM values were expressed as fold-changes for lactation relative to late pregnancy. Correlation statistics were calculated using the Spearmen and Pearson correlation models in the R statistical package [4].

There was a highly significant positive correlation 0.89 (*P* = 8.91 × 10^-7^) between gene expression data generated by RNA-seq and RT-qPCR (Figure S2), which indicates a moderate-to-strong relationship. These results demonstrate that the RNA-seq data and our analyses are sound.

## Figure S2 - Correlation of RNA-seq and RT-qPCR gene expression data in the ovine mammary gland. Graph shows the correlation of the fold changes in gene expression, between late pregnancy (day 135 of pregnancy ± 2.4 SD, n = 27) and lactation (day 15 post-partum ± 1.27 SD, n = 18), calculated for RNA-seq and RT-qPCR data.

## Table S4 – Candidate genes measured by RT-qPCR in late pregnant and lactating ovine mammary tissue.

| Gene identifier^1^ | NCBI accession | Forward primer sequence | Reverse Primer sequence | Efficiency (%) | Amplicon size (bp) |
| --- | --- | --- | --- | --- | --- |
| *FLT4* | XM_004009112.1 | CTTCCTGTCCAACCCCTTC | TAGTTTTTCCCCAACCAGCA | 98.4 | 103 |
| *FYN* | XM_004011196.1 | ATGTGGCTCCAGTTGACTCC | GTGGGTTTCCAAAGGACAAA | 95.4 | 99 |
| *JAK2* | XM_004004358.1 | AGCCTGGTGAAAGTCCCATA | TCCAAACATCTGAAGCCACA | 100.9 | 81 |
| *LALBA* | NM_001009797.1 | AAAGACGACCAGAACCCTCA | TCTTGGCACACACAATGTCA | 92.7 | 92 |
| *LPO* | NM_001009722.1 | GACAACTGCTTCCCCATCAT | CGACTGGTAAGGTGGAGTGG | 95.6 | 114 |
| *MAP4K1* | XM_004015231.1 | GGCACCTATGGGGAAGTTTT | ATCATCGTCAGGCTCCATCT | 92.8 | 90 |
| *NUMBL* | XM_004015260.1 | TGTGGATGACAAGACCAAGG | CGGCAGATGTAGGAGAAAGC | 105.9 | 113 |
| *PDGFC* | XM_004017535.1 | GGGGACTTTGTGAAGAGCAG | GCGATGGTTTCCAATCTTTC | 100.9 | 118 |
| *LOC443444* | XM_004016530.1 | GCTGGCATGGTTCTTGGA | TAGGGCTTGGCTTTCATTTG | 104.0 | 120 |
| *PTH-RP* | XM_004006757.1 | CTGGGCTGGAAGAGGACTAC | TCTGAAGGTCTCTGCTGAAAAA | 110.5 | 94 |
| *TET1* | XM_004021627.1 | TTTCTCTGGGGTCACTGCTT | TGAGCGGTTATCTTCTCGTG | 100.6 | 115 |
| *TGFBI* | XM_004008814.1 | TGGCGATGAAATCCTGGT | GGCTCCTTATTGACACTCACC | 106.4 | 117 |
| *THBS4* | XM_004010215.1 | GTTCTTGGGGCAGATGTCAC | GCATTCGGCTATGGTGTTTC | 106.8 | 109 |
| *TIMP1* | NM_001009319.2 | CCAGAATCGCAGTGAGGAGT | TCCAGGGAGCCACAAAACT | 101.9 | 89 |
| *URGCP* | XM_004018183.1 | TTATGGAGAGGGTCCGAATG | AGGCTGAGTTTCTGTGTTTGG | 93.3 | 120 |
| *VEGFC* | XM_004021836.1 | GCTGGATGTTTACAGACAAGTCC | GTAATCTGCGGGGCAAGTC | 106.0 | 100 |
| *PRPF3* | XM_004002449.1  XM_004002450.1 | ACAGATGATGGAAGCAGCAA | GGTTGGGAGGATGAAGGAGT | 101. | 105 |
| *CUL1* | XM_004008343.1 | AAAAATACAACGCCCTGGTG | CTGAGCCATCTTGGTGACTG | 116 | 95.9 |

^1^Gene symbol according to NCBI Entrez gene database http://www.ncbi.nlm.nih.gov/gene/

**References**

1. Bustin SA, Benes V, Garson JA, Hellemans J, Huggett J, Kubista M, Mueller R, Nolan T, Pfaffl MW, Shipley GL *et al*: **The MIQE Guidelines: Minimum Information for Publication of Quantitative Real-Time PCR Experiments**. *Clin Chem* 2009, **55**(4):611-622.

2. Valasek MA, Repa JJ: **The power of real-time PCR**. *Adv Physiol Educ* 2005, **29**(3):151-159.

3. Paten AM, Pain SJ, Peterson SW, Blair HT, Kenyon PR, Dearden PK, Duncan EJ: **Identification of reference genes for RT-qPCR in ovine mammary tissue during late-pregnancy, lactation and in response to maternal nutritional programming**. *Physiol Genomics* 2014.

4. Team RDC: **R: A language and environment for statistical computing**. In*.* Vienna, Austria: R Foundation for Statistical Computing; 2013.

# Supplementary material for: Functional development of the adult ovine mammary gland—insights from gene expression profiling
**Source:** BMC Genomics. 2015 Oct 5;16:748. doi: 10.1186/s12864-015-1947-9
**Supplement:** Additional file 7: Table S9. — And supplementary text detailing the analysis used to identify clusters of differentially expressed genes in the ovine genome.

## Additional file 7: Identification of chromosomal regions that may be co-ordinately regulated during late pregnancy and lactation.

## Genes may be organised within chromosomes to form clusters or gene neighbourhoods, that may consist of functionally related genes that are co-ordinately expressed under specific conditions [[1-3](#_ENREF_1)]. It has also been proposed that coordinated expression of genes within these neighbourhoods may be mediated via epigenetic mechanisms [[4](#_ENREF_4)]. The CROC software [[5](#_ENREF_5)] was used to determine whether genes we had identified as differentially expressed were located next to each other in the sheep genome (CROC parameters used were: gene window = 5, minimum number of genes in cluster = 4, corrected *p*-value < 0.05). It is important to note that this approach is inherently limited as it only uses differentially expressed genes and cannot detect gene clusters that may be epigenetically silenced [[4](#_ENREF_4)].

## Significance of individual clusters was assessed within the CROC software correcting for multiple testing using the method of Benjamini and Hochberg [[6](#_ENREF_6)]. To determine if there were significantly more clusters than we would expect in either late pregnancy or lactation we used a permutation approach. Briefly, 10 000 simulations were performed where each simulation consisted of a random sample of the genes expressed in mammary gland consisting of the same number of differentially expressed genes in our gene list. An overall P-value was calculated using the frequency of the permutations that generated an equal or higher number of clusters than we detected in our actual dataset. For both late pregnancy and lactation we detected significantly more clusters within our list of differentially expressed genes than we might expect by chance (*p* = 0.0138 for late pregnancy, *p* = 1 × 10^-4^ for lactation*)*. This may provide support for epigenetic regulation of gene expression during the lactation cycle in sheep.

## Table S9 – Chromosomal clusters of genes identified as differentially expressed during late pregnancy and lactation.

| **Late Pregnancy** | | |
| --- | --- | --- |
| Chromosome | BH corrected *P*-value | Genes |
| NW_004080166.1 | 3.34×10^-05^ | NCF4, TEX33, TST, MPST |
| NW_004080174.1 | 4.05×10^-05^ | SRSF1, CUEDC1, VEZF1, DYNLL2 |
| NW_004080183.1 | 1.03×10^-06^ | PSMB8, TAP2, LOC101116099, LOC101109746, TAP1, PSMB9 |
| NW_004080185.1 | 1.17×10^-05^ | NSMCE4A, TACC2, PLEKHA1, HTRA1 |
|  |  |  |
| **Lactation** | | |
| Chromosome | BH corrected *P*-value | Genes |
| NW_004080166.1 | 1.24×10^-07^ | PHYHD1, CRAT, NUP188, LRRC8A, DOLK, FAM73B, SH3GLB2 |
| NW_004080168.1 | 8.61×10^-06^ | SPATA9, RHOBTB3, GLRX, ELL2 |
| NW_004080169.1 | 1.74×10^-06^ | PKD2, PPM1K, SPP1, ABCG2 |
| NW_004080183.1 | 1.08×10^-05^ | LOC101112356, LOC101105787, LOC101105290, LOC101111915, LOC101111669, LOC101113893 |
| NW_004080188.1 | 9.73×10^-07^ | SAR1A, PPA1, LRRC20, EIF4EBP2 |

**References**

1. Duncan EJ, Dearden PK: **Evolution of a genomic regulatory domain: the role of gene co-option and gene duplication in the Enhancer of split complex**. *Genome Res* 2010, **20**(7):917-928.

2. Duncan EJ, Wilson MJ, Smith JM, Dearden PK: **Evolutionary origin and genomic organisation of runt-domain containing genes in arthropods**. *BMC genomics* 2008, **9**:558.

3. Al-Shahrour F, Minguez P, Marques-Bonet T, Gazave E, Navarro A, Dopazo J: **Selection upon genome architecture: conservation of functional neighborhoods with changing genes**. *PLoS computational biology* 2010, **6**(10):e1000953.

4. Lemay DG, Pollard KS, Martin WF, Freeman Zadrowski C, Hernandez J, Korf I, German JB, Rijnkels M: **From genes to milk: genomic organization and epigenetic regulation of the mammary transcriptome**. *Plos One* 2013, **8**(9):e75030.

5. Hoijman E, Rocha-Viegas L, Kalko SG, Rubinstein N, Morales-Ruiz M, Joffe EB, Kordon EC, Pecci A: **Glucocorticoid alternative effects on proliferating and differentiated mammary epithelium are associated to opposite regulation of cell-cycle inhibitor expression**. *Journal of cellular physiology* 2012, **227**(4):1721-1730.

6. Benjamini Y, Hochberg Y: **Controlling the false discovery rate - a practical and powerful approach to multiple testing**. *J Roy Stat Soc B Met* 1995, **57**(1):289-300.

# Supplementary material for: Functional development of the adult ovine mammary gland—insights from gene expression profiling
**Source:** BMC Genomics. 2015 Oct 5;16:748. doi: 10.1186/s12864-015-1947-9
**Supplement:** Additional file 8: — Comparison of two approaches to identify differentially expressed genes during the transition from late pregnancy to lactation; CLC genomics and EdgeR.

## Additional file 8: Comparison of two approaches to identify differentially expressed genes during the transition from late pregnancy to lactation; CLC genomics and EdgeR.

At the request of a peer reviewer request we have compared the genes identified as differentially expressed using CLC genomics with those identified using EdgeR ([*1*](#_ENREF_1)). Whilst there are qualitative differences in the genes identified (*i.e.* using EdgeR twice as many genes are identified as differentially expressed) there is also substantial overlap between the genes identified as differentially expressed using both methods (Fig. 1A) and a good correlation between the fold changes identified using both analyses (Fig. 1B). This indicates that, at least with this data set, the Baggerly test implemented in CLC genomics is more conservative than the approach taken using default parameters in EdgeR.

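edgeR called 3.33 times as many genes here as the authors' deposited table does: 9122 of the tested genes against 2742 in the whole table, 1507 lower and 1235 higher in lactation. Of 2723 deposited calls that were tested, 2627 were shared with the same sign, 8 had the opposite sign and 88 were called in the deposited table alone, while 6487 were called here alone. Across the 13345 genes the log2 changes correlated with a Spearman coefficient of 0.936 and a Pearson coefficient of 0.899. Genes are not independent replicates, so no p is attached. The 8 opposite genes were B2M, BLG, COX1, LOC101103097, LOC101115640, LOC101121538, SERF2 and TPT1, and B2M changed by 0.32 with edgeR and by -2.58 in the authors' deposited table. Scaling by library size only moved this most and made 770 calls opposite. With limma on quantile-normalized log2 RPKM plus 1 all 2723 were shared, none was opposite and the Spearman coefficient was 0.999.

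**Figure D8:**
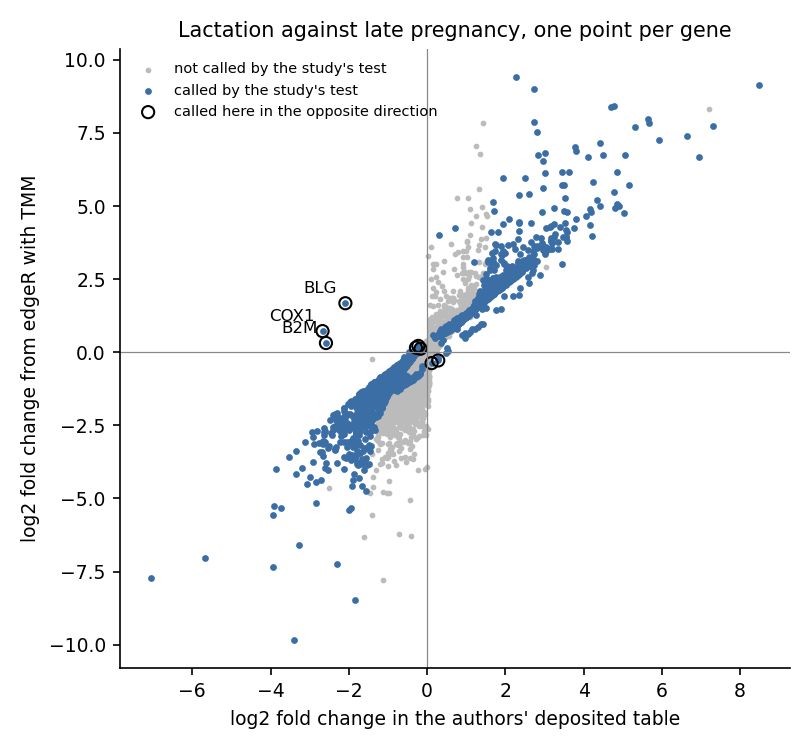
Log2 change with edgeR under TMM (y axis) against that of the authors' deposited table (x axis), lactation over late pregnancy, for 13345 genes. Points are genes, in blue those called by the study, and circles mark the 8 genes called in opposite directions, with BLG, COX1 and B2M labelled. The Spearman coefficient is 0.936.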

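Genes called by edgeR alone were of lower expression and smaller change: their median mean was 9.29 CPM and their median absolute log2 change 0.56, against 33.4 CPM and 1.10 for the shared calls. The choice within edgeR mattered little, as its exact test called 9039 genes and shared 2623. Limma on the study's own normalized scale called 9196, so the test more than the normalization sets the number.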

**Figure S3: Comparison of genes identified as differentially expressed using CLC genomics and EdgeR.** (A) number of DGEs identified using EdgeR and CLC Genomics workbench. (B) correlation between fold changes reported for DEGs using EdgeR and CLC Genomics Workbench.

1. M. D. Robinson, D. J. McCarthy, G. K. Smyth, edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139 (Jan 1, 2010).

How the deposited data were processed for this re-analysis (not part of the article)

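Biopsies of the mammary gland of Romney ewes were taken in late pregnancy (day 135 of gestation) and in lactation (day 15 post partum), and RNA from several ewes was pooled for each library. The 15 libraries are 9 pools of late pregnancy and 6 of lactation. The paper pools 3 ewes per library, while the labels of the deposited samples give 2 ewes for a lactation pool, and nothing computed here depends on that number. Each library was placed in its state and its dam nutrition group by the label in its column name. The dam nutrition groups, named by the feed of the ewes' own dams, hold 3 late pregnancy and 2 lactation pools each, and the paper does not compare them. A lane also stands in each column name, but the sample descriptions say that every library was run on 2 lanes whose reads were combined, so lane is used only as a check.

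The authors mapped paired reads of the Illumina Hi-Seq instrument to the sheep genome version 3.2 in CLC Genomics Workbench and deposited 1 table of 24691 features. Its counts are the numbers of reads the authors placed on the exons and on the whole of each gene, in all and uniquely placed, without normalization. The deposited RPKM values are those reads per kilobase of exon and per total of reads on genes, and the authors used reads on the whole gene where a feature has no annotated transcript. Recomputing RPKM from the counts gave the deposited values to within 4.9e-07 of their size. The deposited normalized values are the authors' RPKM after quantile normalization across the 15 libraries, checked by their identical sorted values. The deposited fold change of each gene comes from the authors' Baggerly test on the quantile-normalized RPKM plus 1, and the deposited p-value and its Benjamini-Hochberg correction come from the same test. Those deposited comparisons were used only beside the values computed here, and never to choose or test a gene except where a passage says so. Late pregnancy libraries held 7597938 to 19823166 reads on genes and lactation libraries 10352962 to 25679416. Reads were counted without molecular identifiers, so no interval for counting error is given, and the spread between libraries is the measure of precision. The effect of reads per library on the comparison of states was not tested. In lactation the milk protein genes leave fewer reads for other genes, which may limit the genes of low expression there.

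Reads on exons, or on the whole gene for features with no annotated transcript, were analysed with edgeR 4.0.16 in R 4.3.3. Genes passed the filterByExpr filter of edgeR with the state as group, which left 13345. Library sizes were scaled by TMM, and a quasi-likelihood F-test compared lactation with late pregnancy without covariates. It takes the libraries as independent, though the paper sampled ewes in both states. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and a gene is called at an adjusted p under 0.05. A change of more than 2-fold means an absolute log2 change above 1 beside the call. CPM were computed with TMM library sizes, and a gene with at most 3 reads in every library of a state is treated as at the floor, with a fold given as a bound against 3 reads. Genes with a mean RPKM of at least 1 in a state count as expressed, since the text of the paper gives no cutoff. The genes that take 60% of the reads were counted from the mean share over the libraries of a state. Principal components were computed on log2(CPM + 1) of the 5000 genes with the most variance, centred and not scaled. Gene neighbourhoods are windows of 5 tested genes in order along a chromosome with at least 4 called in 1 direction, merged where they overlap, against 10000 random placements of the calls. Camera with an inter-gene correlation of 0.01, and fry, tested gene sets with limma 3.58.1. Shares of single genes or lists between states were compared by an exact permutation test over the 5005 splits of the libraries. Reads on introns are reads on the whole gene less those on exons, for genes with an annotated transcript, and were tested in the same way as reads on exons. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 did the remaining work.

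Dam nutrition was tested over the 9 late pregnancy libraries with an F-test for 3 groups, and its interaction with the state over all 15 libraries. Lists of genes came from the paper (Figs. 1, 3, 4 and 5, Tables S4, S5, S6 and S9 and the genes named in the results), from symbols (ribosomal protein genes and genes of the mitochondrial genome) and from 9 sets of marker genes of cell types (luminal and myoepithelial cells, fibroblasts, endothelial cells, adipocytes, macrophages, T cells, B and plasma cells, and neutrophils with the acute phase). The genes named are every gene the paper's results name, those of its figures and tables that matter to a sentence, and the 5 genes with the largest change in each direction among called genes with a mean of at least 1 CPM and no overlap between the states. Genes outside this rule are said to be chosen after their values were seen.

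Alternatives were DESeq2 1.42.0, scaling by library size only or by the upper quartile, limma on log2 of the quantile-normalized RPKM plus 1 or plus 0.1, the edgeR exact test, no filter or at least 10 reads in every library, unique reads, leaving out the 600 genes that take 60% of the reads in either state, dam nutrition as covariate, a block of dam nutrition and pool number, and leaving out each library in turn. Others were chosen after seeing the data. These were reads on the whole gene, leaving out the genes of Fig. 1, the lane as covariate or by itself, quantile-normalized values or milk-free totals for counts of expressed genes, further scales for the principal components, and neighbourhoods without overlapping genes, without copies of genes or matched on expression.

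Each test was tested on simulated data drawn from the means of the 13345 genes and the trend of their spread, with 200 genes changed. The changed genes were drawn from those with more reads and moved by at least 2-fold, so the recovery does not cover small changes or genes with few reads. The edgeR test recovered 200 of them with 12 false calls, DESeq2 200 with 16, and limma on quantile-normalized RPKM 199 with 14. The F-test for dam nutrition recovered 198 with 5 false calls, and that for its interaction with the state recovered 178 with 11. With the milk protein genes at their real shares, library size only gave 13134 false calls, and TMM gave 14. Most genes were left unchanged there, which is what TMM assumes. This outcome was therefore set by the simulation and cannot show which scaling is right for the data.

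RT-qPCR values and functional enrichment were not analysed here. Additional file 2 was read in part (1507 of 1510 and 387 of 1240 genes) and used for no test. E2F2, XBP1 and some marker genes were not analysed here, and ATP8, BCAT1 and CDKN1A had too few reads to be tested. Some genes that the paper names are not reported here and were left out of the lists of genes.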

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

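The tests in this part were chosen only after the result was seen. A library is described here when its gap to the nearest library of the same state, divided by the range of that state, passed Dixon's critical value, which chance alone passes in about 1 of 20 groups. Of 195 groups 16 passed, with 2 of 20 for measures of whole libraries, where 1 is expected, and 14 of 175 for the named genes, where 8.75 are expected. Single genes in this part are therefore close to what chance gives.

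Lactation pool HM1 stood apart in both whole-library measures. Introns held 13.2% of its reads on genes with an annotated transcript, against 5.85 to 6.68% in the other lactation pools, and its score on the second principal component was 24.1 against -8.04 to -0.249. Per 1e6 of the reads used for the tests it had 148478 intron reads, against 66280 ± 3553 in the other 5 pools, and 4 genes (CLEC16A, GSTCD, LIN7A and ORC1) held 80.3% of the excess, 13 genes 90.3%. These genes were chosen after their values were seen. Genomic DNA or unspliced RNA of all genes is argued against, as the median gene had 1.18 times the intron reads of the other pools (6909 genes, 2.26% of them above 2 times), while single pools among the others ran from 0.875 to 1.06 times. Late pregnancy tissue in the pool is argued against as well, because genes more than 8 times higher in late pregnancy stood at 6.65% of their late pregnancy level, within the 6.09 to 10.6% of the other pools. Reads shared between places of the genome could account for LIN7A, with 0.377% of its reads unique, but not for CLEC16A, GSTCD and ORC1, where at least 97.504% were unique. A candidate explanation is 1 source of reads that were placed on many of these loci, such as RNA or DNA that the assembly lacks. The intron reads of 10 loci rose and fell together over the 9 late pregnancy libraries with a median Spearman coefficient of 0.917, above the highest of 1000 random sets of genes (0.5, permutation p = 0.001, the smallest these draws allow). The ratios of these 10 to the other lactation pools were 38.6 and 39.5 for the first pair and 11.3 to 15.5 for the others. Of the remaining 3 of the 13 genes, COMMD10 had 372 intron reads per 1e6 against 33.5, near the lower of these ratios, while LOC101108539 with 488 against 6.69 and DNAH14 with 8790 against 8314 lay outside them. In the paper's table of sequencing depth, lactation sample L1 had the fewest reads of its state. It mapped at 77.67%, the other lactation samples at 84.17 to 84.89% and late pregnancy samples at 75.1 to 76.19%. Pool HM1 had the fewest reads on genes of the lactation pools (10352962), so L1 may be this pool, though no key links them. What the source of the intron reads is was not tested, and a difference between the ewes in this pool stays open.

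In the same pool, genes of the acute phase were high, which the paper does not report. HP stood at 186 CPM against 6.39 in the other lactation pools, 29.1 times, LOC554321 (LTF) at 15.7 times and SAA1 at 6.27 times, whereas LCN2 was at 1.18 times. These genes, apart from HP and LCN2, were chosen after their values were seen. Neutrophils in the tissue cannot be told apart from other causes, since S100A8, S100A12, CSF3R and CXCR2 had only 12 reads together in this library, at 4.13, 13.0, 3.402 and 0 times the CPM of the other lactation pools. Infection or inflammation in a gland of 1 ewe in the pool cannot be told apart from any other cause of an acute-phase response, because there is 1 such pool and no record of udder health was used here. CSN1S2 was also low in this pool, at 192936 CPM against 260333 to 297356, and no explanation was tested for that.

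Among the other named genes, several values stood above those of their state. In late pregnancy CSN1S2 was at 6553 CPM in pool HM1 (others 899 to 3382), COX1 at 10395 in HM1 (8671 to 9521), E2F1 at 5.56 in MM1 (3.29 to 4.16), GADD45G at 132 in HM2 (30.8 to 69.7), BCL2L15 at 2.88 in HM3 (0.842 to 1.36) and UNC13A at 0.0990 in MM2 (0 to 0.0461), the last on a few reads. In lactation COX3 was at 1954 CPM in MM2 (1319 to 1478), FABP3 at 3577 in LM1 (3301 to 3367), GADD45G at 32.4 in MM1 (9.90 to 17.6), ESR1 at 150.2 in MM2 (120.7 to 127.2) and EIF2AK3 at 75.1 in HM2 (57.6 to 62.1). Below their state were E2F6 at 1.77 in late pregnancy HM3 (2.46 to 2.84) and HNRNPA3 at 72.6 in late pregnancy LM1 (83.5 to 94.5). The values come from many pools, no pool is low or high throughout, and leaving out the library concerned changed no call between the states for these genes. No technical or biological explanation was tested for these single values.

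Reads on introns were deposited with the reads on exons, and the paper does not analyse them. On introns 5985 of 10319 genes differed between the states (edgeR quasi-likelihood test, adjusted p under 0.05), 2988 lower and 2997 higher in lactation, and leaving out 1 library at a time left 5761 to 5945. Of 100 splits of the libraries into 9 and 6, the true one included, 1 gave as many, namely the true one, and the next gave 2710. As tissue composition was not measured, a change in transcription within cells and a change in the cells of the biopsy are both open.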

How the results depend on the processing

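The alternatives named as planned in this part were set before the data were examined, and the tests described here were otherwise chosen only after the result was seen. Over 145 results and all alternatives, 2678 values were computed and 2569 of them kept the direction and the side of the threshold, or moved by less than the spread between libraries. Of the 89 named genes 41 changed under some alternative, but 10 under any besides library size only, and of 28 lists from the paper 18 changed, but 2 under any besides library size only. DESeq2 changed no named gene and no list.

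Between the states, 9122 genes were called, and the count stayed within 1.5 times of that under every alternative run, from 6914 with the libraries of lane 7 and 7216 with at least 10 reads in every library to 13057 with library size only. Leaving out 1 library at a time gave 8891 to 9049. The split of the calls followed the scaling, with 51.6% lower in lactation under TMM, 63.7% with the upper quartile and 97.3% with library size only. The 2955 genes changed more than 2-fold became 1580 with at least 10 reads in every library, where fewer genes were tested, 1506 with limma on quantile-normalized RPKM and 12154 with library size only. Limma on RPKM re-normalized by quantiles without the genes of Fig. 1, an alternative chosen after seeing the data, gave 1490.

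Dam nutrition in late pregnancy called 0 genes (571 at an unadjusted p under 0.05) and its interaction with the state 0 (876). The DESeq2 likelihood ratio test called 20 and 21, and the cause was not tested. With no gene changed in simulated data that test still called 2. Leaving out 1 library at a time gave 0 to 1 genes for dam nutrition, the 1 without late pregnancy pool LM1. The expressed genes, 11831 in late pregnancy, 9032 in lactation and 8931 in both, became 19097, 17602 and 17349 with 1 read in any library of a state. The 600 genes that take 60% of the late pregnancy reads became 99 with RPKM and 25 with quantile-normalized RPKM, and the 4 of lactation became 25 with the latter, which follows from giving every library the same values. The share of the 7 milk protein genes, 17.6% and 74.5%, was 27.1% and 83.0% with RPKM and 46.7% and 53.5% with quantile-normalized RPKM.

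The first principal component held 86.1% of the variance, and 78.5% with all genes, 96.7% with log2(RPKM + 1) and 76.2% with scaled genes. With scales chosen after seeing the data it held 84.1% for log2 quantile-normalized RPKM, 87.2% for log2 reads on the whole gene, 96.66% for unlogged quantile-normalized RPKM and 98.9% for unlogged reads on the whole gene. Leaving out 1 library at a time gave 85.8 to 86.6%. The 8 calls opposite to those of the authors' deposited table became 770 with library size only and 0 with limma on quantile-normalized RPKM. The ribosomal protein genes kept their lower median. Their camera call with an inter-gene correlation of 0.01 held except without the genes that take 60% of the reads. Few are left there, with a median of -0.55 and a camera p of 0.0786. With the estimated correlation, the camera call was lost in some runs that left out 1 library. The number of gene neighbourhoods stayed above the random mean in both directions under every alternative run.

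Library size only moves the median gene to -1.94, so a fall smaller than that is a rise relative to the other genes. It reversed these lists from the paper, with their medians in parentheses: all clusters of Table S6 (-0.64), cell survival (-0.71), the lactation genes of Fig. 1 (-0.11), hormone receptors (-0.56), the metabolic genes with most reads in lactation (-1.12), genes of the mitochondrial genome (-1.20), neighbourhoods of lactation (-0.26), protein processing (-0.86), respiratory chain genes drawn in blue (-1.22), STAT5A, STAT5B, JAK2 and ELF5 (-1.65), and the unfolded protein response as named in the text (-0.64) and in its other genes (-1.30). The B and plasma cell markers turned to -1.42. Other lists crossed the threshold, with medians of -2.37 for cell cycle genes drawn in black, 0.17 for fat synthesis, 0.24 for lipid signalling, -2.13 for the RT-qPCR genes, -2.02 for respiratory chain genes drawn in red and -2.14 for splicing. The named genes it reversed were BLG -0.22, COX3 -1.32, ND2 -1.26, ATP6 -1.12, COX1 -1.18, E2F4 -1.59, E2F6 -1.39, BCAR1 -0.59, BAG1 -1.01, BAG3 -0.33, BEX2 -0.83, SREBF1 -1.01, PPARD -0.65, ACO1 -0.64, JAK2 -0.92, ELF5 -1.10, EIF2AK2 -0.89, EIF2AK3 -1.08, HSPA8 -0.61, HSPA5 -0.72, DNAJB2 -0.64, DNAJC3 -0.38, HYOU1 -0.91, ERBA BETA1 -0.61, GHR -0.56, NR3C1 -0.73, NR3C2 -0.59, TGFBR1 -0.56, HNRNPU -1.90, PRPF3 -1.61 and CUL1 -1.67, and BAG5, which fell by 1.00. A further 7 named genes changed, 3 weaker and 4 stronger.

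Limma on quantile-normalized RPKM reversed BLG (-2.09), COX1 (-2.68) and HNRNPU (-0.26), made CSN3 weaker and made CCNG1, H3F3A, HNRNPA3 and HNRNPH3 stronger. For the respiratory chain genes drawn in red its median was -0.40 and for splicing -0.50, with 8 of 8 genes lower in each. Without the genes that take 60% of the reads, the respiratory chain genes drawn in red had a median of -0.15. For that list, leaving out 1 library at a time gave medians of -0.15 to -0.086, with 5 of 8 lower without lactation pool MM1. IGFBP7 ran from -0.38 to -0.24, not called without lactation pool LM1, and HNRNPH3 from -0.14 to -0.07, called without lactation pool MM2. The neutrophil and acute-phase markers ran from 0.26 without lactation pool HM1 to 3.31.

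Pools of the 2 states share numbers within a dam nutrition group. Same-numbered pools did not deviate together, with correlations across genes of 0.02, 0.08, 0.09, -0.03, 0.07 and -0.03, so the numbers are not taken to pair them. The paper sampled ewes in late pregnancy and again in lactation, so the same ewes may stand behind pools of both states. Which ewes are in which pool is not known here. The tests between the states take the 15 libraries as independent, and this was not tested beyond the pool numbers. With the replicate block 8464 genes were called. E2F6 had an adjusted p of 0.0532 under the block, and dam nutrition again called 0 genes (629 unadjusted) with its block of pool numbers. The block changed no list from the paper.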

Differences from the paper's values

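The tests named in this part were chosen only after the result was seen, apart from those of the alternatives set before the data were examined. The paper reports 2750 differentially expressed genes, 27% of those expressed, against 9122 called here (68.4% of those tested). It gives 1510 genes higher in late pregnancy against 4703 here, and 1240 higher in lactation against 4419. None of the alternatives set before the data were examined closed these gaps. The nearest totals were 7216 with at least 10 reads in every library and 8464 with the replicate block, and limma on the quantile-normalized scale of the study called 9196. With library size only 352 genes were higher in lactation.

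The paper counts 4717 expressed genes without functional annotation, and 1448 expressed genes have a LOC symbol here, which is not the same definition. With 1 read in any library of a state as the cutoff the number was 4716, and it stayed apart with a mean RPKM of at least 0.5 (1743) and with at least 10 reads in every library of a state (1535). The paper gives 10175 annotated genes with an RPKM value, and the deposited table holds 24691 features, for which no alternative was set.

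In the paper 30 genes make up 60% of the late pregnancy reads and 24 genes those of lactation, against 600 and 4 here. Quantile-normalized RPKM gave 25 in each and came near the paper's numbers, while RPKM (99 and 4) and unique reads (715 and 4) did not. Among those of late pregnancy the paper counts 18 ribosomal protein genes against 68 here. The number with quantile-normalized RPKM was 13, nearer but below the paper's, and those with RPKM (60) and unique reads (63) stayed above it.

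Additional file 7 of the paper shows 4 gene neighbourhoods for late pregnancy and 5 for lactation, against 352 and 327 here. None of the alternatives set before the data were examined closed the gap, and none applied a test to each neighbourhood. The nearest were the calls of the authors' deposited table (18 and 14) and genes changed more than 2-fold (38 and 17). The text of the paper gives p = 0.03 for late pregnancy and 0.0076 for lactation, and Additional file 7 gives 0.0138 and 0.0001 for the same test. Here a permutation p of 0.0001 was found for each, the smallest that 10000 draws allow, which is the value of Additional file 7 for lactation. For late pregnancy no alternative closed the gap to either value.

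Some directions also differ. The paper has GADD45A, GADD45G, CCNG1 and CCNG2 higher during lactation. Here GADD45A (-1.51), GADD45G (-1.76) and CCNG2 (-1.47) were lower and CCNG1 was not called, though limma on quantile-normalized RPKM called it lower (-0.38). The paper finds no E2F gene to differ, while E2F1, E2F3, E2F4, E2F5, E2F6, E2F7 and E2F8 were called here, and E2F6 was not called with the replicate block (adjusted p 0.0532). Other genes drawn as unchanged in Fig. 3 were called too, CCNE1 (-1.09) and CCNE2 (-2.04) among them. CCNG1 and CDK6 (-0.10), drawn as higher in late pregnancy in Fig. 3, were not called.

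Figs. 3 to 5 give a change of more than 2-fold as their threshold. That was reached by 18 of the 31 cell cycle genes in red, 22 of the 26 fat synthesis genes in blue, 4 of the 8 red genes of fat metabolism examined outside the respiratory chain, 5 of the 16 translation genes in red and 18 of the 30 protein processing genes in blue. ACO1 (1.26), drawn in Fig. 4 as higher in late pregnancy, was higher in lactation. GLYCAM1, which the paper names among the genes with the highest expression in lactation, ranked 8 by share of the lactation reads, behind COX1, but 7 by quantile-normalized RPKM, ahead of COX1, which closes that gap. COX1 (0.72) was likewise higher in lactation with edgeR, and fell by 2.68 on the log2 scale with limma on quantile-normalized RPKM, and BLG, drawn for both states, rose by 1.68 with edgeR but fell by 2.09 on the log2 scale with limma on quantile-normalized RPKM. Of the 8 respiratory chain genes in red 3 were lower and 1 was higher, while limma on quantile-normalized RPKM called 8 lower, as drawn. ND3 (-0.20), drawn in blue, was not called with edgeR, while limma on quantile-normalized RPKM called it higher (0.28), as drawn.

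The paper lists H3F3A, HNRNPA3, HNRNPU and HNRNPH3 with genes higher in late pregnancy. None was called here, and limma on quantile-normalized RPKM called each of them lower in lactation (-0.45, -0.27, -0.26 and -0.36). HNRNPH3 was also called lower without lactation pool MM2. The translation gene EIF1AX (-0.03) was not called either, though limma on quantile-normalized RPKM called it lower. Additional file 8 of the paper has edgeR calling a smaller multiple of the study's number of genes than the 3.33 times found here.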

Other observations

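The tests in this part were chosen only after the result was seen, except the comparisons of dam nutrition and of ribosomal protein genes.

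Grouping the libraries at random does not account for the difference between the states. Of 100 splits of the 15 libraries into 9 and 6, the true one included, 1 gave as many called genes and 1 as many genes changed more than 2-fold, in both cases the true one, and the next gave 5867 and 1524. For the ribosomal protein genes 1 of 100 splits put the list as far from the median of all genes, with -0.905 for the true split and -0.670 for the next. For the T cell markers it was also 1 of 100, with -1.58 against -1.10. The lane in the column names does not account for the calls either, as 99.9% of the called genes had the same sign in the libraries of either lane, though the sample descriptions say that all libraries ran on both.

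Scaled by library size only, most genes were lower in lactation. Reads taken by the milk protein genes may account for this, since simulated counts in which those genes had their real shares, and 200 genes changed, gave a median of -1.72 where the data gave -1.94. A fall in most transcripts per cell cannot be told apart from it on these reads, because it would lower the median too and no spike-in or cell count was used here. What makes up the gap between -1.72 and -1.94 was not tested. The lower number of expressed genes in lactation goes with the same reading. With the milk protein genes left out of the library total, 15.7% of the difference in genes with a mean RPKM of at least 1 was left.

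The 8 genes called in opposite directions here and in the authors' deposited table are all of high expression, at or above the 93.8 percentile of mean CPM. The study's quantile normalization may give them their direction, as limma on quantile-normalized RPKM put 8 of 8 in the direction of the authors' deposited table, while DESeq2 put 0 and the upper quartile 1 there. Library size only put 6 there. Under quantile normalization a gene's value depends on its rank alone, and COX1 had a median rank of 5 in late pregnancy and 8 in lactation.

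The reads on introns allow a comparison with exons. Across 9782 genes the changes on exons and introns had a Spearman coefficient of 0.765 and the same sign in 77.6%, and genes are not independent replicates. The ribosomal protein genes fell on exons, with a median of -0.94, and little on introns, at -0.09. Their median difference was -0.83, against -0.11 to 0.18 in random lists of the same expression (permutation p = 0.0002, the smallest the 10000 draws give on both sides), and 59 of 64 genes were lower on exons. Leaving out 1 library at a time kept it between -0.86 and -0.79. Reads shared between copies of these genes are argued against, as unique reads on exons gave -0.93. A change after transcription, such as in the stability of these transcripts, may account for the difference of -0.83. Reads of small RNAs or processed copies inside introns were not separated and stay open. The translation genes of Fig. 5 had a median of -0.80 on exons and 0.19 on introns, with a difference of -0.98 (permutation p = 0.0002). For the cell cycle genes of Fig. 3 the medians were -1.37 and -1.33 (permutation p = 0.21), and for fat synthesis 2.04 and 1.64 (permutation p = 0.0088).

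Gene neighbourhoods were more numerous than random placement gives. Overlapping genes that share reads are argued against as the whole cause, since with 1 gene of each overlapping group the count for late pregnancy was 1.19 times the random mean. Without LOC symbols and neighbours with the same symbol stem it was 1.14 times, which argues against copies of a gene, and with draws matched on mean expression 1.20 times, which argues against expression level. For lactation these ratios were 1.31, 1.27 and 1.29. A biological reason for neighbouring genes to change together was not tested.

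The T cell markers CD3E, CD3D, CD3G, CD2, CD5, LCK, ZAP70 and CD8A were lower in lactation in 8 of 8, with a median log2 change of -1.61 (edgeR, largest adjusted p 0.0167). CD3E, the most abundant of the 8, fell from 17.5 ± 2.29 to 5.56 ± 0.808 CPM. Camera gave p = 4.7e-04 with a correlation of 0.01 and fry p = 3.7e-09, while camera with the estimated correlation gave p = 0.0722, so the call does not hold under that choice. With library size only the median was -3.51 against -1.94 for all genes. Camera with a correlation of 0.01 then gave p = 0.332. An equal fall in all cells that are not epithelial is argued against by the values. The T cell markers ran from -1.86 to -1.32, while 25 markers of 5 other cell types had a median of -0.41. A permutation test over genes gave p = 5e-05, but markers of 1 cell type are not independent replicates, so this p overstates the evidence. A smaller general fall stays open, as 13 of the 25 were lower and 2 higher. Fewer T cells in the tissue cannot be told apart from less expression per T cell, as the median of -1.61 is what both would give and cells were not counted.

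The other marker lists, none with a gene of another list, changed less, except the neutrophil and acute-phase markers. Macrophage markers had a median of -0.45 with 5 of 7 lower and 1 higher, fibroblast markers -0.44 with 4 of 6 lower (5 when adjusted over the list alone), endothelial markers -0.52 with 3 of 4 lower, and adipocyte markers -0.35 with 0 of 5 called. Luminal markers were at 0.10 with 1 of 8 lower and 3 higher (2 higher over the list alone), and myoepithelial markers at 0.45 with 1 of 7 lower and 4 higher. The B and plasma cell markers were at 0.46 with 1 of 3 lower and 1 higher, and at -1.42 with library size only. The neutrophil and acute-phase markers were at 2.53 with 2 of 3 higher, and at 0.26 without lactation pool HM1. Library size only puts the median of each of these lists but the last below 0. Some markers of adipocytes, fibroblasts, macrophages, luminal and myoepithelial cells also stand in clusters of Tables S5 and S6, which the study drew from these libraries.

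Dam nutrition was not compared in the paper. In late pregnancy 0 genes differed between its 3 groups (edgeR quasi-likelihood test, smallest adjusted p 0.612), with 571 at an unadjusted p under 0.05. Of 100 splits of the 9 libraries into 3 groups of 3, the true one included, 52 gave at least as many at an unadjusted p under 0.05. In 4 splits a gene was called, and none had more than 1. With at least 10 reads in every library 0 genes were called (493 unadjusted), and without late pregnancy pool LM1 there was 1 (818 unadjusted). The interaction with the state called 0 genes (smallest adjusted p 0.132, 876 unadjusted), and 0 with at least 10 reads in every library (678 unadjusted). The DESeq2 likelihood ratio test went the other way, with 20 genes for dam nutrition (smallest adjusted p 2.1e-05) and 21 for the interaction, and the cause was not tested. Simulated data with 200 changed genes gave 198 and 178 recovered by the edgeR tests. Those genes had more reads and changed at least 2-fold, so effects of that size in many such genes would have been called if the spread is as simulated.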
